# SOST Inhibits Prostate Cancer Invasion

**DOI:** 10.1371/journal.pone.0142058

**Published:** 2015-11-06

**Authors:** Bryan D. Hudson, Nicholas R. Hum, Cynthia B. Thomas, Ayano Kohlgruber, Aimy Sebastian, Nicole M. Collette, Matthew A. Coleman, Blaine A. Christiansen, Gabriela G. Loots

## Abstract

Inhibitors of Wnt signaling have been shown to be involved in prostate cancer (PC) metastasis; however the role of Sclerostin (Sost) has not yet been explored. Here we show that elevated Wnt signaling derived from Sost deficient osteoblasts promotes PC invasion, while rhSOST has an inhibitory effect. In contrast, rhDKK1 promotes PC elongation and filopodia formation, morphological changes characteristic of an invasive phenotype. Furthermore, rhDKK1 was found to activate canonical Wnt signaling in PC3 cells, suggesting that SOST and DKK1 have opposing roles on Wnt signaling in this context. Gene expression analysis of PC3 cells co-cultured with OBs exhibiting varying amounts of Wnt signaling identified CRIM1 as one of the transcripts upregulated under highly invasive conditions. We found CRIM1 overexpression to also promote cell-invasion. These findings suggest that bone-derived Wnt signaling may enhance PC tropism by promoting CRIM1 expression and facilitating cancer cell invasion and adhesion to bone. We concluded that SOST and DKK1 have opposing effects on PC3 cell invasion and that bone-derived Wnt signaling positively contributes to the invasive phenotypes of PC3 cells by activating CRIM1 expression and facilitating PC-OB physical interaction. As such, we investigated the effects of high concentrations of SOST *in vivo*. We found that PC3-cells overexpressing SOST injected via the tail vein in NSG mice did not readily metastasize, and those injected intrafemorally had significantly reduced osteolysis, suggesting that targeting the molecular bone environment may influence bone metastatic prognosis in clinical settings.

## Introduction

Prostate cancer (PC) is the most frequently diagnosed cancer and the second leading cause of cancer-related deaths among men in the United States. If detected at early stages the prognosis is quite favorable; however, aggressive forms of metastatic PC spread primarily to the skeleton [1]. Bone tumors cause great pain, promote fractures, and ultimately represent the main cause of morbidity in patients suffering from advanced PC, with a 70% incidence documented by autopsies [2]. Most patients with advanced PC will experience major complications from bone metastases characterized by a mix of osteoblastic and osteolytic lesions, in which the osteoblastic component most often dominates. It has been hypothesized that the bone microenvironment is a major contributor to the PC metastatic process through the secretion of paracrine factors that attract, modulate, retain, and promote proliferation of PC cells in bone. Therefore knowledge of the local bone microenvironment is essential in understanding potential avenues for preventing the formation of secondary bone tumors in PC patients [3].

Wnt signaling has been shown to play many important roles during embryonic development, organ and tissue homeostasis, and bone biology. Activation of Wnt/β-catenin signaling occurs upon binding of Wnt ligands to the 7-transmembrane domain–spanning frizzled receptor coupled with low-density lipoprotein receptor–related protein 5 and 6 (LRP5/6) co-receptors. Intracellular signals are generated through a protein complex that includes Disheveled, Axin and Frat-1, which disrupt a GSK3-dependent protein complex that normally inhibits β-catenin function by targeting it for degradation. Stabilized β-catenin is then freed to translocate to the nucleus, where it interacts with other transcriptional activators such as T cell factor/lymphoid enhancer binding factor (TCF/LEF) to activate transcription. Binding of β-catenin subsequently displaces transcriptional co-repressors bound to TCF/LEF and recruits transcriptional co-activators like p300 and cAMP response element–binding protein [p300/CBP]) [4]. Wnt signaling is tightly regulated. One level of control is achieved through the interaction of secreted inhibitors with ligands or receptors to prevent ligand-receptor interaction. Ligand blocking proteins include Wnt inhibitory factor 1 (WIF1) and secreted frizzled-related proteins (Sfrp). Meanwhile, receptor inhibition is achieved by members of the sclerostin (SOST) and Dickkopf (DKK) families [4, 5], primarily through binding to LRP5/6 co-receptors.

Wnt malfunction has been implicated in various skeletal dysplasia and degenerative diseases. For example, loss- and gain-of function mutations in LRP5 cause either low or high bone mass [6, 7] and inactivation of SOST causes two hyperosteoses disorders: sclerosteosis [8, 9] and van Buchem's disease [10, 11]. A loss-of-function mutation in LRP6 is linked to an inherited disorder characterized by osteoporosis, coronary artery disease, and metabolic syndrome [12]. Furthermore, mutations in an intracellular regulator of β-catenin stability, WTX, cause osteopathia striata with cranial sclerosis [13, 14] and mutations in a Wnt co-receptor, FZD9, cause Williams–Beuren, a syndrome partially characterized by low bone density [15]. In addition, several genome wide association studies have identified polymorphisms in Wnt-signaling related genes linked to changes in bone mineral density [16–18]. Thus, even subtle alterations in the intensity, amplitude, and duration of Wnt signaling can interfere with skeletal development, bone remodeling, and bone regeneration.

Aberrant Wnt signaling is also commonly observed in cancer and the importance of this pathway stems from an initial observation that the tumor suppressor adenomatous polyposis coli (APC) downregulates β‐catenin. While loss of function mutations in Wnt signaling pathway genes are common to several cancers [19], the activation of Wnt signaling through the accumulation of nuclear β-catenin has also been documented for PC [5, 20]. Moreover, activators of Wnt signaling have been highly implicated in the invasive potential of metastatic cancer: Wnt5a [21], Wnt3a [22] and Wnt11 [23] have all been shown to alter cancer invasion and migration. Inhibitors of Wnt signaling also have been studied extensively. Frzb (PC [24], fibrosarcoma [25]) and WIF1 (PC [26] and urinary bladder cancer [27]), which modulate Wnt signaling by binding directly to Wnt ligands, are both known inhibitors of cancer invasion and migration. The most highly investigated (and contentious) effect of a Wnt signaling inhibitor on cancer invasion/metastatic potential is by the receptor-binding protein, DKK1. DKK1 has been shown to increase the invasive potential of esophageal cancer [28] and DKK1 antibodies have been used clinically as a target for passive immunotherapy [29]. However, DKK1 has also been shown to inhibit invasion and migration in colon cancer [30], breast cancer [31], and PC3 cells [32], indicating the complexity of studying this system *in vitro*. Interestingly, the effect of SOST on cancer invasion/metastasis has never been investigated. Therefore, in the current paper we focused on the role of SOST in PC invasion. In particular we examined the effects of osteoblast-derived Wnt signaling on PC to determine if the direct action of osteoblasts is required for modulating PC behavior.

## Materials and Methods

### Animals

All animal work was approved by the Lawrence Livermore National Laboratory (LLNL) IACUC committee. LLNL is an AAALAC accredited institution. *Sost* ^*KO*^ and *Lrp5* ^*KO*^ were previously described [33, 34]. KO and C57BL/6J (WT) mice were housed in standard conditions and all animal experiments were conducted according to NIH guidelines for animal use under approved IACUC protocols by the Lawrence Livermore National Laboratory.

### Cell lines and transfection conditions

PC3, DU145, C4-2Bm, LNCaP cells obtained from ATCC were cultured in DMEM; HPrEC were obtained from Lifeline Cell Technology and cultured in Lifeline's ProstaLife Medium. Expression plasmids (pCMV-DKK1, pCMV-SOST, pCMV-CRIM1) were generated by replacing the reporter gene of pmKate2-N (Evrogen, Moscow, Russia) with full-length cDNAs (Image Clones 3508222; 40009485; 8322423). Stable PC3 transfections of pCMV-DKK1, pCMV-SOST, pmKate2-vector were performed using Fugene 6 (Promega Corp., Madison, Wi.) as per the manufacturer’s instructions; positive clones were confirmed by qPCR or fluorescence. Mouse primary osteoblasts (OB) were collected enzymatically from calvaria of 4–5 day old pups similar to Bellows et al. 1986 [35]. Dissected calvaria free of periosteum was sequentially digested 5x at 37°C in 4 ml of collagenase solution (Collagenase 1, 0.625 mg/ml; Collagenase B, 1.875 mg/ml; CaCl_2_, 25 mM; in ddH_2_0 on ice) mixed with 1:2.5 media solution (DMEM/F-12, 0.1% BSA, 25 mM Hepes, 37°C), and fractions 2–5 were collected. Isolated OBs were cultured in DMEM/F-12 containing 10% FBS and 1% pen/strep.

### Canonical Wnt signaling assay

TOPFlash (0.9 μg) Wnt reporter plasmid (M50 Super 8x TOPFlash) and renilla luciferase control plasmid (0.1 μg) (RLTK) were transfected using 3 μl Fugene HD (Roche Applied Sciences, Indianapolis, IN) according to the manufacturer's protocol. After 24 hours, media in the cultures was changed to fresh media or media supplemented with recombinant protein. Co-cultures of isolated mouse osteoblasts cultured on 3 μm pore inserts (BD Falcon, cat# 3181) were also introduced to the PC3 cells at this time. Luciferase activities of both Super 8x TOPFlash and RLTK reporters were measured using a dual luciferase assay kit (Promega Corp.).

### Co-culture invasion assay

Invasion assays were performed using a modified Boyden chamber (BD bioscience). Matrigel (BD bioscience) was diluted 1:2.5 in ice-cold DMEM (serum-free) and 100 μl was transferred onto the upper chamber of an 8 μm pore insert (BD Falcon, cat# 3182) and allowed to solidify in an incubator for 2 h at 37°C. PC cells were plated on inserts at 2.5X10^4^, and OBs in 12-well plates at 5X10^4^; cells were allowed to seed ON. Following a 4h incubation in serum-free media, inserts were transferred into the 12-well plate containing OBs. Cells were counted at 20X on a Zeiss microscope after 48 h. DU145, C4-2Bm, LNCaP, and HPrEC cells were counted following staining in 1% Crystal Violet (Sigma) (30 min) followed by PBS washes. Invasion studies were accomplished using growth factors [rhSOST (R&D 1406-ST-025) 2.5-100ng/ml; rhDKK1 (R&D 5439-DK-010) 10-400ng/ml; TGFβ (R&D 240-B-002) 10ng/ml, WNT3A (R&D 5036-WN-010) 100ng/ml; PTH (R&D 7665-PT-050) 10nM and CRIM1 (R&D 1917-C-050)], in combination with PC3 cells, co-cultured for 48 h. PC3 cells were transiently transfected with pCMV-Crim1 plasmid using Fugene 6 during invasion and Crim1 expression was verified by qPCR [AGTTTCCAAGTCAGGATATGTGC (fwd); AGCATAACCCTCGATCAGAACA (rev) Crim 1 primers].

### Microarrays

Total RNA was extracted using an RNeasy Mini Kit, according to the manufacturer’s guidelines (QIAGEN). Samples were biotin labeled and hybridized on Human Genome U133 Plus 2.0 oligonucleotide arrays (PC3), according to the manufacturer’s recommendations (Affymetrix, Santa Clara, CA. USA). Data analysis was conducted as previously described [36].

### Immunostaining and actin staining

Immunofluorescent and phalloidin-TRITC staining were carried out on cells fixed in 4% paraformaldehyde for 15 min and permeabilized with 0.1% Triton X-100 for 5 min [anti-CRIM1 (HPA000556, Sigma) at 1:100; anti-Active-β-Catenin (05–665, Millipore) at 1:1000]. To stain for F-actin, cells were incubated with 50 μg/ml phalloidin-TRITC (Sigma) for 40 min. Imaging was done on Leica DM50000B and Zeiss LSM 510 Meta confocal microscopes. Maximum intensity projections were compiled using ImageJ (NCBI).

### Scanning electron-microscopy

PC3 cells (1X10^5^) were seeded onto 13 mm glass coverslips, then cultured for 48h in serum free media with or without recombinant protein. Cells were then fixed in 4% paraformaldehyde and processed as previously described [37].

### Xenograft

PC3, *PC3* ^*DKK1*^ and *PC3* ^*SOST*^ cells were injected into the tail vein (IV) or intrafemorally (IF) as previously described [38]. NSG (NOD.Cg-*Prkdc* ^*scid*^ *Il2rg* ^*tm1Wjl*^/SzJ) mice receiving PC cells IV (1X10^6^) were euthanized 10-weeks post-injection and tissues (lung, bone, heart, liver, kidney, spleen, and brain) were collected and examined for the presence of micro-tumors. Mice receiving PC cells IF (1x10^5^) were euthanized 4-weeks post-injection, femurs were dissected (N = 6), X-rayed, and bone volume of the proximal half of each femur was quantified by micro-computed tomography (μCT 35, SCANCO, Brüttisellen, Switzerland: energy 55 kVp, intensity 114 mA, integration time 900 ms, 10 μm nominal voxel size).

### Statistical Analysis

Significant differences were probed using ANOVA and paired t-test. *Post hoc* comparisons were made using Tukey’s [39]. Probability values <0.05 were taken as significant. Probability values shown in figures correspond to *p<0.05; **p<0.01; ***p<0.001.

## Results and Discussion

### SOST inhibits prostate cancer invasiveness

To investigate the effects of Wnt inhibitor Sclerostin (Sost) on the invasive potential of PC cells, we cultured PC3 cells with recombinant SOST (rhSOST) and measured their invasiveness into a matrigel (Fig 1A) relative to Wnt3a [32], parathyroid-related protein (PTHrP) [40], and transforming growth factor beta (TGFβ) [41, 42] treated PC3s. We also examined the Wnt antagonist DKK1, which is known to either promote or inhibit cancer invasion [28, 32, 43] in a context-dependent manner. Wnt3a, PTHrP and TGFβ increased PC3 invasive potential by ~3-fold (Fig 1B) and DKK1 increased invasion by 7-fold relative to PC3 alone and 3.5-fold relative to Wnt3a (Fig 1B and 1I). In contrast, rhSOST inhibited PC3 cell invasion by ~8-fold (Fig 1B and 1J). The increased invasiveness following WNT3a and DKK1 incubation was consistent in all three PC cell lines examined [(1) the highly invasive osteolytic lesion-inducing PC3; (2) the highly invasive osteoblastic lesion-inducing DU-145; (3) the invasive mixed phenotype C4-2Bm prostate cancer cell lines]. Moreover, rhSOST significantly inhibited the invasive potential of PC3 cells and blunted the Wnt3a-mediated invasiveness of DU145 and C4-2Bm cells (Fig 1C).

**Fig 1:**
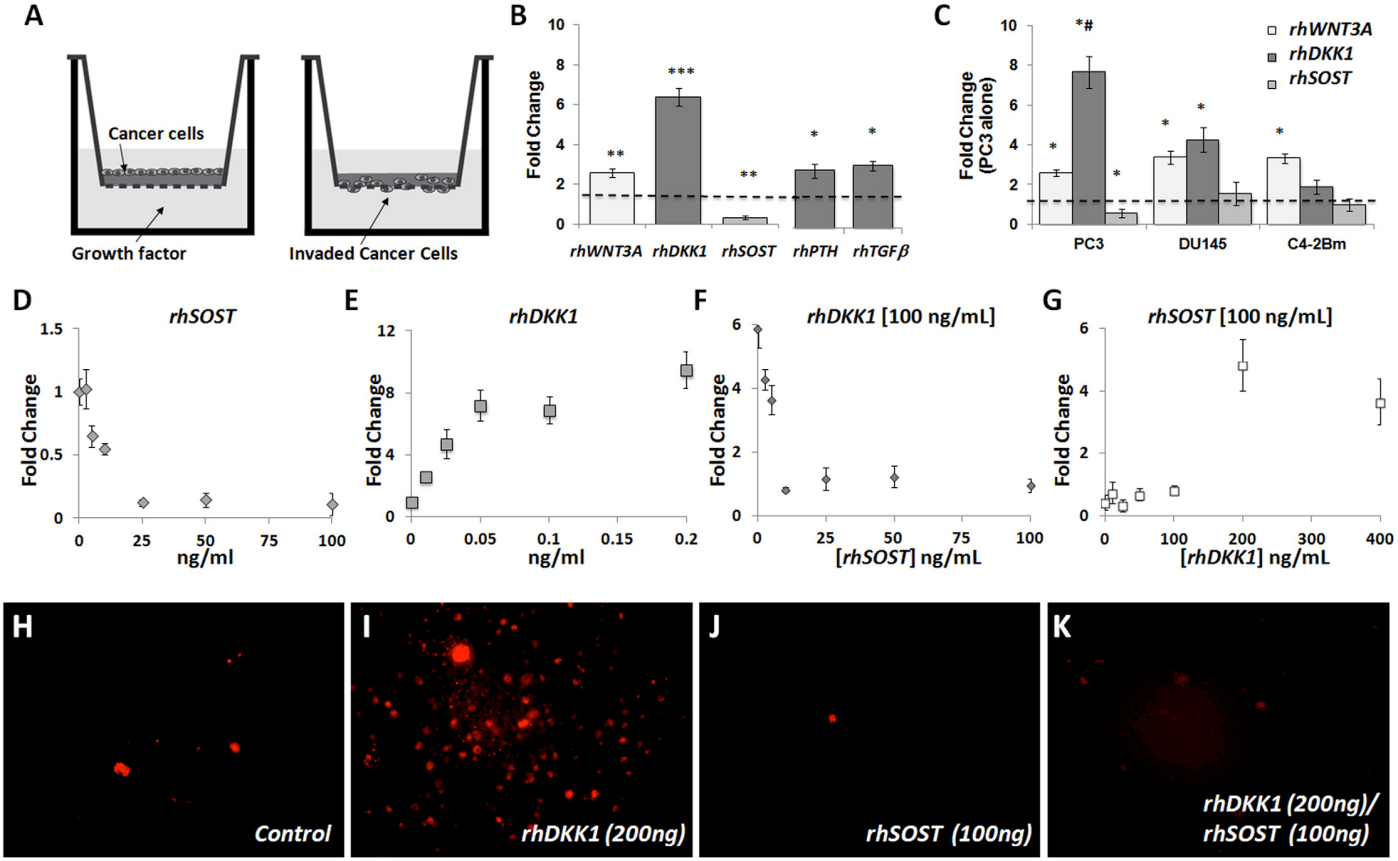
PC cell invasion. A, schematic representation of the invasion assay. B, invasive potential of PC3 cells following 48 hours of co-culture with recombinant proteins. C, the effect of rWNT3a, rDKK1, and rSOST on the invasion of PC3, DU145, and C4-2Bm. D-E, dose response curve of PC3 cells to rSOST or rDKK1. F-G, Dose response curves of PC3 cell invasion when either rDKK1 or rSOST was held constant and the other was incrementally increased. H-K, representative images of PC3-mKate cells following co-culture conditions. Results are expressed as fold change ± SEM. * P<0.5, ** P<0.1, *** P<0.01.

To determine rhSOST dose response and ranges of competitive inhibition we exposed PC3 cells to increasing concentrations of rhSOST and rhDKK1 and measured invasion. Increasing concentrations of rhSOST resulted in a dose-dependent decrease in invasion, with significant inhibition occurring as low as 2.5 ng/mL and saturation at 25 ng/mL (Fig 1D). Similarly, rhDKK1 also altered invasion in a dose-dependent manner; maximal invasiveness was observed at 50 ng/mL (Fig 1E). In order to investigate whether rhSOST could modulate rhDKK1-induced invasiveness we co-cultured PC3 cells with 100 ng/ml of rhDKK1 in combination with increasing amounts of rhSOST. This data indicated that rhSOST blunts rhDKK1-induced invasion even at the lowest doses (Fig 1F). The low-end rhSOST concentrations used were within the expected physiological range of serum SOST levels [44]. In contrast, increasing the rhDKK1 concentration was only able to overcome rhSOST-mediated inhibition at concentrations >200 ng/mL (Fig 1G), suggesting that SOST is a very potent inhibitor of PC3 invasion. These rhSOST inhibitory effects were also visualized in cultures of PC3 cells expressing the red fluorescent protein, pmKate2 (Fig 1J and 1K), where rhSOST dramatically inhibited DKK1-mediated PC3 invasion (Fig 1I and 1K).

### PC3 cells co-cultured with *Sost* ^*KO*^ osteoblasts show increased invasiveness

Next we examined whether primary osteoblasts (OB) with varying levels of Wnt activity could modulate PC3 invasion. For these experiments, osteoblasts isolated from the calvaria of *Sost* knockout (KO) (OB^*SostKO*^), *Lrp5* KO (OB^*Lrp5KO*^) or C57BL/6N control mice (OB^*WT*^) were co-cultured without physical contact with PC3 cells (Fig 2A) and invasion was assessed both quantitatively and visually. Consistent with previous results, OB^*WT*^ co-culture induced a 2-fold increase in PC3 invasion. OBs lacking *Sost* increased PC3 invasion by >6-fold, while OBs lacking the *Lrp5* receptor abrogated this effect, decreasing invasion to the level of PC3 mono-cultures. These data indicate that low OB-derived Wnt signaling alone is sufficient to blunt the ability of OB^*WT*^ to promote PC3 invasion, *in vitro* (Fig 2B–2F). Similar to PC3 cells, DU145 and C4-2Bm cells also favored the OB^*WT*^ microenvironment and more readily invaded into the matrigel when co-cultured with OB^*SostKO*^ (Fig 2G and 2H). In addition, OB^*Lrp5KO*^ inhibited the invasiveness of C4-2Bm, but only slightly blunted the invasiveness of DU145 cells, suggesting that in the context of this co-culture the invasive potential of DU145 cells may not completely rely on Wnt signaling and may employ other molecular pathways (Fig 2G and 2H). Neither the relatively non-invasive LNCaP cell line of lymphatic metastasis origin nor the prostate epithelial cells (HPrEC) were affected by co-culture with OBs (Fig 2I and 2J). These data indicate that osteophilic PC cell lines are readily modulated by the bone microenvironment and that small changes in the amount of OB-derived Wnt signaling can alter their invasive potential, *in vitro*. In contrast, LNCaP cells which do not readily metastasize to the bone are not affected by modulated levels of Wnt signaling in neighboring osteoblasts, suggesting that prostate cancer metastasis to bone requires a mutual response promoted by bone-cancer interaction.

**Fig 2:**
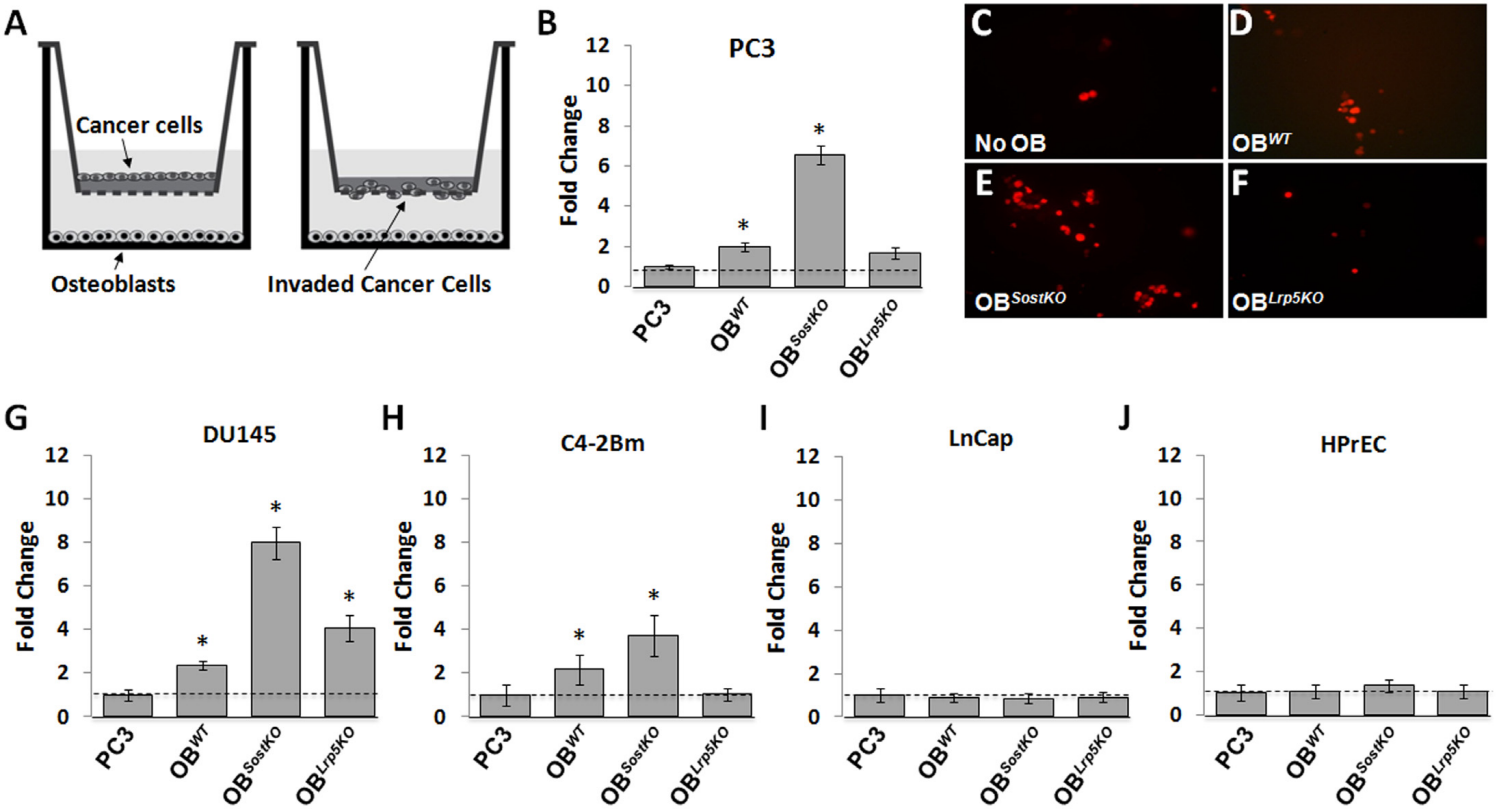
PC cell invasion towards osteoblasts isolated from neo-natal mice calvaria. A, schematic representation showing OBs grown on the bottom of the chamber. B, invasive potential of PC3 cells towards control OBs, OBs with elevated Wnt signaling, and OBs lacking Wnt signaling. C-F, representative images of PC3-mKate cells following co-culture conditions. G-J, invasive potential of PCa cells with different osteolytic potential towards each OB. Results are expressed as fold change ± SEM. * P<0.5, ** P<0.1, *** P<0.01.

### rhDKK1 activates Wnt signaling in PC3 cells

DKK1 and SOST are known inhibitors of Wnt signaling in bone [45], yet they have opposing effects on PC invasion (Fig 1B). We next investigated the state of Wnt signaling in this co-culture invasion model. TopFlash reporter expressing secreted Luciferase was transfected into PC3 cells (PC3^*CLucTF*^). Wnt3a enhanced relative luminescence in a dose and time dependent manner (S1 Fig). Co-culture of PC3^*CLucTF*^ with OB^*WT*^ or OB^*SostKO*^ significantly increased reporter activity, an effect blocked by rhSOST (Fig 3A). Co-culture with OB^*LRP5KO*^ had no significant effect on Wnt signaling. This data suggests that PC cells may rely on the Wnt signaling activity of the surrounding bone milieu and loss or gain of Wnt signaling in the bone could have profound effects on the Wnt signaling activity within the neighboring/invading cancer cells. Although initial rhDKK1 treatment repressed Wnt reporter activity, it significantly increased PC3^*CLucTF*^ luciferase activity at 24 hours post rhDKK1 administration and later time points (Fig 3B).

**Fig 3:**
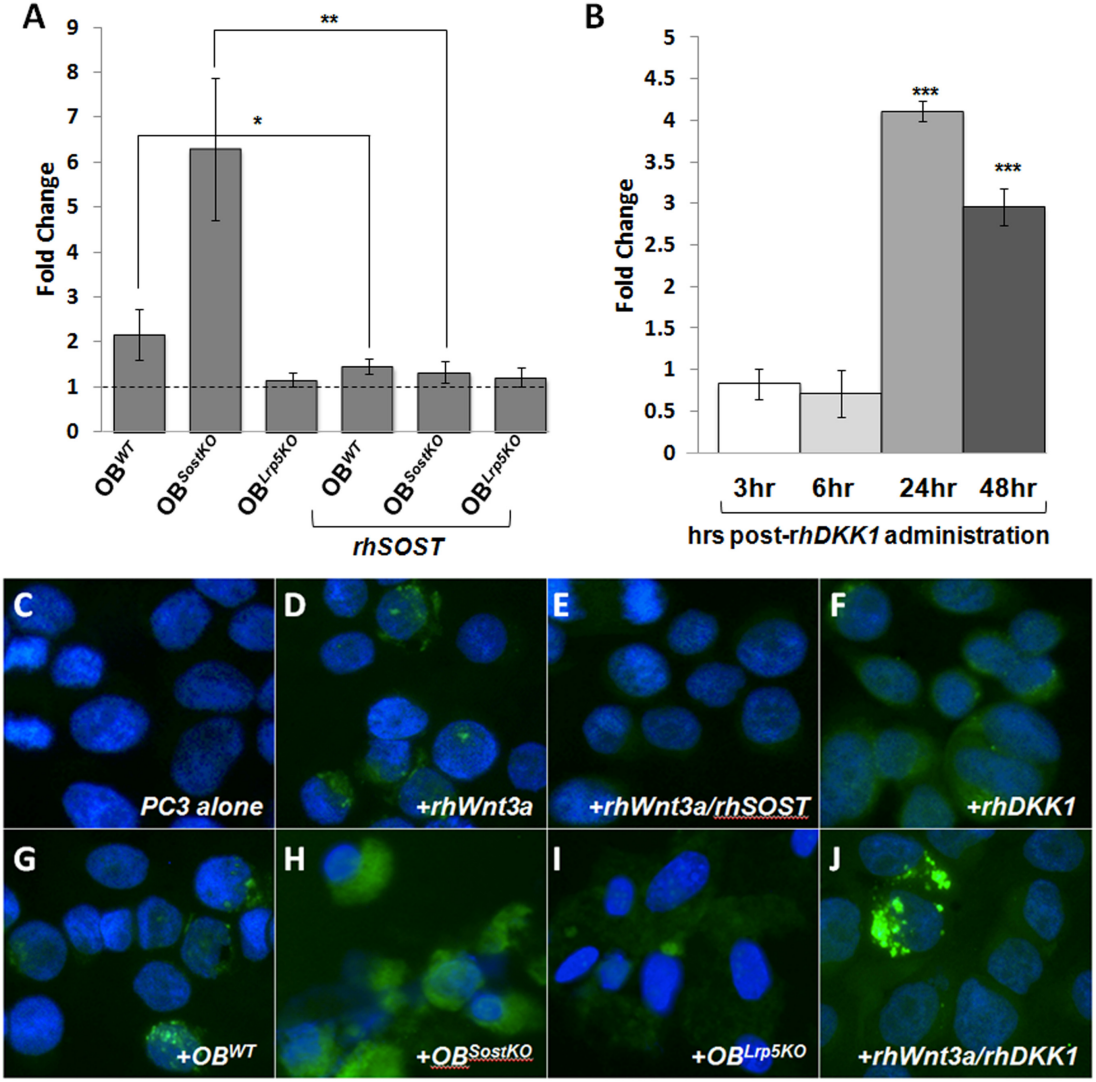
Downstream Wnt activity following 48hrs of co-culture. A, TopFlash reporter Luciferase assay in PC3 cells co-cultured with OBs. B, TopFlash reporter assay in PC3 cells co-cultured with DKK1. C-J, activated β-catenin (ABC) immunohistochemistry in PC3 cells under multiple conditions; green (ABC), blue (DAPI). Results are expressed as fold change ± SEM. * P<0.5, ** P<0.1, *** P<0.01.

To corroborate the mechanisms involved in rhDKK1 Wnt agonist activity on the TopFlash reporter transgene, we next examined levels of activated β-catenin (ABC) in PC3 cells following a 48-hour co-culture, via immunocytochemistry. PC3 cells alone expressed insignificant amounts of ABC (Fig 3C). Administration of rhWnt3a enhanced ABC signal within both the cytoplasm and in the nucleus of the PC3 cells (Fig 3D) and this effect was perceptibly inhibited by rhSOST co-administration (Fig 3E). Consistent with the PC3^*CLucTF*^ data, rhDKK1 increased ABC in PC3 cells (Fig 3F). PC3 cells co-cultured with OB^*WT*^ also increased ABC levels (Fig 3G), an effect vigorously enhanced in OB^*SostKO*^ co-cultures (Fig 3H) and diminished in OB^*LrpKO*^ co-cultures (Fig 3I). Furthermore co-administration of both Wnt3A and DKK1 to PC3 cells resulted in hyper activation of ABC in a subset of PC3 cells, suggesting a synergistic and additive effect on the activation of canonical Wnt signaling in these cells. These results highlight the importance of the bone microenvironment on the invading prostate cancer cells, and the ability of bone-derived Wnt signaling to activate Wnt signaling in these cells. The correlation between high DKK1 levels and increased β-catenin levels is consistent with previously reported data where patient-derived tumors with elevated DKK1, β-catenin, or both had were more likely to have a poor hepatocellular carcinomas prognosis [46].

### Filopodia formation is increased in DKK1 and CRIM1 treated cells

Having established that Sost-deficient OBs or OBs treated with rhDKK1 increase PC3 invasiveness we further explored the shared molecular changes in these co-cultured PC3 cells through transcription analysis. We compared gene expression changes in PC3 cells co-cultured with (1) OB^*SostKO*^, (2) OB^*WT*^+ rhDKK1, and (3) OB^*WT*^ + rhSOST (Fig 4A). 

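Gene expression was measured in PC3 cells, a human prostate cancer cell line, on 9 Affymetrix Human Genome U133 Plus 2.0 arrays after 48 h of culture. The deposited arrays cover PC3 cells grown alone (untreated PC3, 2 arrays), PC3 cells with osteoblasts from Sost knockout mice (OB SostKO, 2 arrays), PC3 cells with wild type osteoblasts and 100 ng/ml rhDKK1 (2 arrays) and PC3 cells with wild type osteoblasts and 100 ng/ml rhSOST (3 arrays). The osteoblasts sat on culture inserts above the PC3 cells, and the labels call the arrays of a group biological replicates. No array holds PC3 cells with wild type osteoblasts alone, so the files do not separate the osteoblasts from the added protein. The authors made the deposited values with RMA, which corrects the background, equalizes the distributions of the arrays and summarizes each probe set on the log2 scale. The medians of the arrays lay between 5.45 and 5.52. From there, 62 control probe sets were left out of the tests and a probe set was kept when it reached the 40th percentile of its array on at least 2 arrays. Of the kept probe sets with 1 gene symbol, the brightest on average stood for its gene, which gave 14863 genes. All 9 arrays were fitted together with limma 3.58.1, so that the 4 groups share an estimate of the spread between arrays, with a median standard error of 0.10 for a log2 fold change of OB SostKO against untreated PC3. A gene was counted as changed at an adjusted p under 0.05 (Benjamini-Hochberg) and a fold of at least 2, and a member of a gene list at that adjusted p alone. The number of arrays limits the precision of every value.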

We found 132 upregulated genes and 30 downregulated genes in both OB^*SostKO*^ and OB^*WT*^+ rhDKK1 co-cultured with PC3 cells (S1 Table). Among these transcripts 21 were upregulated and 25 were downregulated in OB^*WT*^ + rhSOST PC3 co-cultures (S2 Table). 

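PC3 cells in both co-cultures had less RNA of inflammatory cytokines and of immediate early genes than untreated PC3 cells, while other genes rose. Of 14863 genes, 13 were higher and 15 were lower in both co-cultures. IL6, a cytokine that acts on tumor cells and on bone, had a log2 value of 10.01 ± 0.15 (SD, n = 2) in untreated PC3 cells, 8.17 ± 0.18 (SD, n = 2) with OB SostKO and 8.11 ± 0.17 (SD, n = 2) with rhDKK1 (log2 fold changes -1.84 and -1.90, standard error 0.12, limma adjusted p = 0.000829 and 0.000582). The neutrophil chemokines CXCL1 and CXCL3 had log2 fold changes of -1.34 and -1.33 with OB SostKO and of -1.45 and -1.49 with rhDKK1. CXCL2, read by a probe set that can also match related genes such as CXCL1 and CXCL3, had -1.67 and -1.69. MMP1, a collagenase, had -1.22 with OB SostKO and -1.33 with rhDKK1, and BMP2, a bone morphogenetic protein, had -1.21 and -1.18. Among the genes that rose, IGFBP5, which binds insulin-like growth factors, had log2 fold changes of 1.49 and 1.62, the long noncoding RNA LINC00261 had 1.30 and 1.44 and the protocadherin PCDH18 had 1.12 and 1.04. Of 24 measured NF-κB target genes and cytokines, 10 fell and none rose in each co-culture, with TNFAIP3, RELB, IL1B and ICAM1 among those that fell with OB SostKO. Adjusted over the list alone, 16 fell with OB SostKO and 17 with rhDKK1, and 1 rose in each. The list lay below the other genes in limma's camera test with adjusted p = 5.69e-11 and 2.74e-11, or adjusted p = 0.0316 and 0.0261 with an estimated correlation. Of 29 immediate early genes, which cells switch on within minutes of a stimulus, 10 fell and none rose in each, among them ATF3, DUSP1, KLF6 and FOS (camera adjusted p = 1.01e-09 and 3.37e-11, adjusted p = 0.0316 and 0.0261 with an estimated correlation). Adjusted over the list alone, 15 fell with OB SostKO, and 16 fell and 1 rose with rhDKK1. The untreated arrays, against which all of these genes were compared, also differed in preparation: the poly-A control RNAs, which are added during labelling, had a mean log2 value of 11.49 ± 0.46 (SD, n = 2) there and 6.79 ± 0.30 (SD, n = 7) on the co-culture arrays (exact permutation test, two-sided p = 0.0278, the smallest these numbers allow). The difference between the 3′ and the 5′ signal of ACTB was 0.69 ± 0.27 (SD, n = 2) on the untreated arrays and 1.38 ± 0.33 (SD, n = 7) on the co-culture arrays (exact permutation test, two-sided p = 0.0278). That of GAPDH was 0.19 ± 0.07 (SD, n = 2) and 0.20 ± 0.10 (SD, n = 7; exact p = 0.917), and the hybridization controls, which are added after labelling, stood 0.55 higher on the untreated arrays (exact p = 0.0278). The count of 13 genes higher in both became 7 without untreated array 1, without OB SostKO array 2 or without rhDKK1 array 1, and 6 without rhDKK1 array 2, and no gene passed in both when each comparison was fitted on its own 2 groups.

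**Figure D1:**
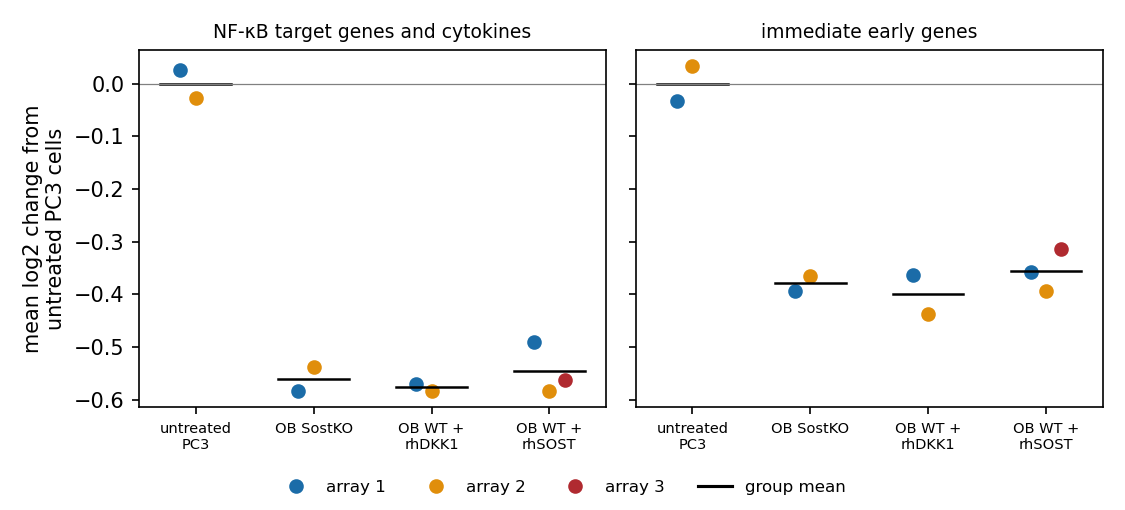
Mean log2 change of the 24 NF-κB target genes and cytokines (left) and of the 29 immediate early genes (right) on each array, relative to the mean of the untreated PC3 arrays; points are arrays and lines are group means. The NF-κB list lies between -0.58 and -0.49 on the 7 co-culture arrays.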

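At the probe set that stands for a gene and an adjusted p, most genes shared by OB SostKO and rhDKK1 changed the same way with OB WT + rhSOST. Of the 13 genes higher in both, 12 were also higher with rhSOST: ADARB1, CSGALNACT1, GABBR2, IGFBP5, LINC00261, LRATD1, ND6, PCDH18, SAMD12, TENT5C, TMT1A and ZNF14. Of the 15 genes lower in both, 14 were also lower with rhSOST: ANXA10, ATF3, BMP2, CEACAM5, COX3, CXCL1, CXCL2, CXCL3, IL23A, IL24, IL6, IRAK2, MMP1 and TNFAIP3. The share of rises depends on the setting. By any kept probe set at an unadjusted p under 0.05 and 2-fold, 40 of 105 genes up in both were also up with rhSOST. Without rhSOST array 1, 2 or 3 these were 26 of 118, 27 of 98 and 99 of 127. Of 33 genes down in both, 28 were also down on all arrays. These settings were chosen after the values were seen. With rhSOST, IL6 had a log2 fold change of -1.92 (standard error 0.11, limma adjusted p = 0.000226) and a log2 value of 8.10 ± 0.02 (SD, n = 3), and IGFBP5 had a log2 fold change of 1.71 (standard error 0.11, adjusted p = 0.000226). Of the 24 NF-κB target genes and cytokines, 12 fell and 1 rose with rhSOST (16 fell and 2 rose adjusted over the list alone; camera adjusted p = 8.03e-13, adjusted p = 0.0196 with an estimated correlation), against untreated arrays that stand 4.70 higher in the poly-A controls. Of the 29 immediate early genes, 11 fell and none rose (18 fell and 1 rose adjusted over the list alone; camera adjusted p = 2.12e-12, adjusted p = 0.0196 with an estimated correlation). Outside the shared set, LOC100289230 and HIVEP1, a DNA-binding protein of enhancers, passed in both co-cultures and not with rhSOST, where their log2 fold changes were 0.89 and -0.83. Tested directly, HIVEP1 differed from the rhSOST co-culture by -0.26 with OB SostKO (standard error 0.11, adjusted p = 0.800) and by -0.21 with rhDKK1 (adjusted p = 1.00). No gene of 14863 differed between OB SostKO and rhSOST, or between rhDKK1 and rhSOST, at an adjusted p under 0.05 in limma. The genes with the smallest p were GSDMB, a gasdermin, with OB SostKO (log2 difference -0.42, standard error 0.08, adjusted p = 0.800) and OSBPL7, a lipid-binding protein, with rhDKK1 (-0.48, standard error 0.10, adjusted p = 1.00). Against untreated PC3 cells, the log2 fold changes with rhSOST had r = 0.82 across genes with those of OB SostKO and 0.87 with those of rhDKK1, where 100 simulations of unchanged groups against shared untreated arrays gave 0.55 for both and 0 shared genes. With an untreated array of its own for each comparison of a pair, chosen after the values were seen, r was 0.57 and 0.54 with OB SostKO and 0.60 both ways with rhDKK1, and 0.00 in simulations of unchanged groups. At an unadjusted p under 0.05 between the co-cultures there were 607 and 382 genes, where 743 would pass by chance, and 1 and 0 of them differed by 2-fold. The fit does not account for a split of the arrays within every group, given under Other observations. These counts therefore do not show that the co-cultures are alike. The tests that the methods name, with or without adjustment, also gave 0 genes in both direct comparisons. Genes were also counted by any kept probe set at an unadjusted p under 0.05 and 2-fold, chosen after the values were seen. This gave 3 and 1 genes on all arrays. Without rhSOST array 1 there were 232 and 170 genes, all lower with rhSOST. Of these, 0 passed an adjusted p under 0.05 in limma (smallest 0.651 and 0.844). Without rhSOST array 2 there were 5 and 8 genes, and without rhSOST array 3 there were 0 and 1. The 12 genes higher in all co-cultures became 7 without untreated array 1, OB SostKO array 2 or rhDKK1 array 1, and 6 without rhDKK1 array 2.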

The upregulated transcripts in the highly invasive PC3 cells were enriched for molecules that have been shown to be involved in regulating cell shape, cell migration/motility, and cell adhesion. 

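At the probe set that stands for a gene, few members of preset lists of cell shape, movement and adhesion passed in either co-culture. In the OB SostKO and rhDKK1 co-cultures, those that passed went in both directions. Enrichment of such genes among those of S1 Table was not tested. Of 49 genes of actin and filopodia, MYH10, a nonmuscle myosin, rose (log2 fold changes 0.44 and 0.47, standard error 0.07, limma adjusted p = 0.0176 and 0.0121), and PALMD rose with rhDKK1 (0.55, standard error 0.09, adjusted p = 0.0196) and had 0.40 (adjusted p = 0.0577) with OB SostKO. RHOF, a GTPase of filopodia, and LIMA1, which binds actin filaments, fell in both (-0.71 and -0.63 with OB SostKO, -0.73 and -0.50 with rhDKK1). Adjusted over the list alone, 3 rose and 6 fell with OB SostKO and 3 rose and 5 fell with rhDKK1, and the list as a whole did not pass (camera adjusted p = 0.0641 and 0.131). Of 33 genes of cell-cell junctions, CDH11, a cadherin of mesenchymal cells and osteoblasts, rose in both (0.42 and 0.39), also when adjusted over the list alone, and the list did not pass (adjusted p = 0.782 and 0.988). Of 29 genes of cell-matrix adhesion, none rose or fell in either co-culture, whether adjusted over all genes or over the list alone. That list shifted down with OB SostKO in the preset test (median -0.12, adjusted p = 0.0196), with adjusted p = 0.690 with an estimated correlation, and did not pass with rhDKK1 (adjusted p = 0.101). Its members with the smallest p were the integrins ITGAV and ITGA2 and the integrin-binding FERMT2 and ILK, with log2 fold changes of -0.53, -0.59, -0.32 and -0.55 with OB SostKO (adjusted p = 0.0541, 0.117, 0.0913 and 0.137). Of 20 genes of the epithelial-mesenchymal transition, the transcription factor ZEB1 rose (0.60 in both) and S100A4, a calcium-binding protein, fell (-0.77 and -0.81); adjusted over the list alone 4 rose and 1 fell in each (list adjusted p = 0.748 and 0.710). Of 29 proteases of invasion and their inhibitors, 2 fell with OB SostKO and 3 with rhDKK1, among them the membrane protease ST14 (-0.43 and -0.40), and none rose (4 fell in each adjusted over the list alone). That list passed in the preset test (adjusted p = 0.0496 and 0.0480), with adjusted p = 0.464 and 0.395 with an estimated correlation. The same untreated arrays, 4.70 higher in the poly-A controls, are the reference for every list. MYH10 did not pass in either co-culture without 1 of the untreated arrays or with the mean of its probe sets, while its log2 fold change with OB SostKO was 0.48 and 0.39 without untreated array 1 and 2 and 0.94 with that mean.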

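The 6 genes SEPTIN7 (a septin of the cytoskeleton, SEPT7 in the paper), MYO10 (a myosin of filopodia), PKP4 (a plakophilin of cell junctions), CNN3 (an actin-binding calponin), FGFR2 (a fibroblast growth factor receptor) and CRIM1 (a transmembrane protein) were measured by several probe sets each. At the probe set that stands for its gene, the brightest, SEPTIN7 had log2 fold changes of -0.26 with OB SostKO and -0.23 with rhDKK1 (standard error 0.10, limma adjusted p = 0.169 and 0.212). MYO10 had -0.15 and -0.14 (adjusted p = 0.460 and 0.477), and CNN3 had -0.37 and -0.27 (standard error 0.11, adjusted p = 0.0996 and 0.201). PKP4 had 0.12 and 0.17 (adjusted p = 0.437 and 0.271), and FGFR2 had 0.33 and 0.21 (adjusted p = 0.198 and 0.399). The probe set with the largest change was another one for each of these 5 genes. For SEPTIN7 it had log2 fold changes of 2.31 with OB SostKO and 1.90 with rhDKK1, with a standard error of 0.82, and for MYO10 1.53 in both, with a standard error of 0.56. For PKP4 these were 1.35 and 1.04, for CNN3 1.45 and 1.37, and for FGFR2 0.99 and 1.18. None of these probe sets passed the test over all kept probe sets. Their limma adjusted p lay between 0.0715 for FGFR2 with rhDKK1 and 0.364 for PKP4 with rhDKK1. The rhSOST arrays share the fit and add to the error of these comparisons. For FGFR2 the SD was 0.51 with rhSOST, and 0.08 untreated, 0.05 with OB SostKO and 0.03 with rhDKK1. For MYO10 it was 0.95 with rhSOST and 0.82 untreated, and 0.02 and 0.06 with OB SostKO and rhDKK1. Not passing therefore does not show that these rises are absent. Unadjusted, the limma p for MYO10 was 0.025 with OB SostKO, 0.026 with rhDKK1 and 0.25 with rhSOST. MYO10 thus met the p of 0.05 and fold of 2 of S1 Table in both. FGFR2 had 0.0059 and 0.0022, with a fold of 1.98 with OB SostKO. CNN3 had 0.052 and 0.062, which is above 0.05. The unadjusted p of SEPTIN7 and PKP4 are not given here, so MYO10 need not be the only one of these genes to meet that threshold. With rhSOST the same probe sets had log2 fold changes of 1.10 for SEPTIN7, 0.63 for MYO10, 0.39 for PKP4, 0.74 for CNN3 and 0.78 for FGFR2. These depend on the rhSOST array left out. Without array 3, SEPTIN7 had 2.01, MYO10 1.17, PKP4 0.90, CNN3 1.36 and FGFR2 1.06, without array 1 these were 0.58, 0.30, -0.12, 0.33 and 0.56, and without array 2 they were 0.70, 0.43, 0.38, 0.54 and 0.73. They are named because S1 Table holds these genes, and were picked out after their values were seen.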

Upregulated genes included: *sept7* [47], *myo10* [48], *PKP4* [49], *cnn3* [50], *Fgfr2* [51], and *crim1* [52] (Fig 4B). Of particular interest, the cysteine-rich motor neuron protein 1 or Crim1 is a single-pass (type 1) transmembrane protein that has recently been shown to complex with β-catenin and cadherins. Crim1 loss of function experiments in *Xenopus* revealed Crim1 to be critical for cell-cell adhesion during neural development [52]. Elevated levels of β-catenin (Fig 3H) accompanied by elevated levels of Crim1 (S1 Table) in co-cultured PC3 cells led us to hypothesize that Crim1 may be upregulated by bone-derived Wnt signaling and may be involved in promoting cell invasion and or cell adhesion.

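Most Wnt target genes and CTNNB1, which encodes β-catenin, did not pass the test in the OB SostKO or the rhDKK1 co-culture. The β-catenin levels that the paper reports are of activated protein by immunostaining, beside a TopFlash reporter of Wnt signaling. The arrays measure RNA and do not test either result. At the probe set that stands for the gene, CTNNB1 had log2 fold changes of 0.21 and 0.26 (standard error 0.15, limma adjusted p = 0.472 and 0.352). At another of its probe sets, the one with the largest change, CTNNB1 had 0.91 and 1.09 (standard error 0.47, adjusted p = 0.342 and 0.264 over all kept probe sets). Of 20 measured Wnt/β-catenin target genes, 3 fell with OB SostKO (PPARD, MYC and BMP4), 2 fell with rhDKK1 (PPARD and MYC) and none rose. PPARD, a nuclear receptor, had -0.58 and -0.55 (standard error 0.09), and MYC, a growth regulator, had -0.43 and -0.42 (standard error 0.08). AXIN2, a feedback inhibitor of the pathway, had 0.02 with OB SostKO and 0.16 with rhDKK1. Adjusted over the list alone, 3 fell and 1 rose with OB SostKO and 3 fell and none rose with rhDKK1, and the list as a whole did not pass (camera adjusted p = 0.118 and 0.131). CRIM1 is read by 3 kept probe sets. At the one with the largest change, CRIM1 had a log2 value of 9.09 ± 0.03 (SD, n = 2) in untreated PC3 cells, 10.16 ± 0.05 (SD, n = 2) with OB SostKO and 10.11 ± 0.07 (SD, n = 2) with rhDKK1, log2 fold changes of 1.07 and 1.02 with a standard error of 0.40 (limma adjusted p = 0.206 and 0.224 over all kept probe sets). The unadjusted limma p at that probe set were 0.028 and 0.034, at folds of 2.10 and 2.03. These meet the p of 0.05 and fold of 2 that S1 Table states. At the probe set with the smallest change, CRIM1 had 0.03 and -0.05 with a standard error of 0.09. The rhSOST arrays, which share the fit, spread most at the CRIM1 probe set with the largest change and add to its error.

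**Figure D2:**
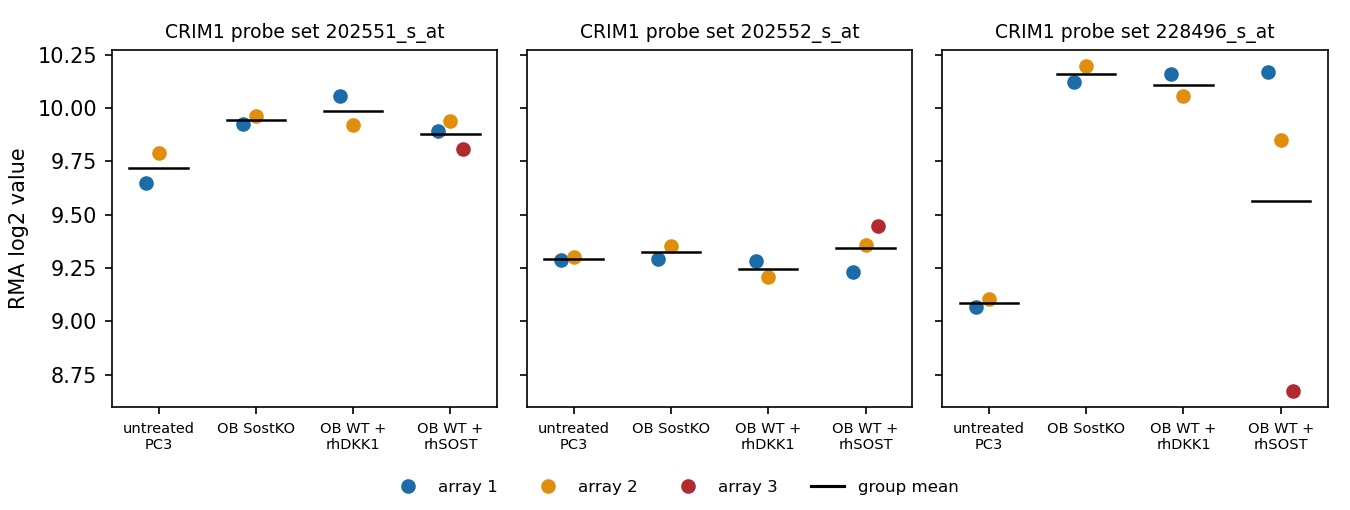
RMA log2 values of the 3 kept CRIM1 probe sets on each of the 9 arrays; points are arrays and lines are group means. At the probe set with the largest change the rhSOST arrays read 10.17, 9.85 and 8.67.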

**Fig 4:**
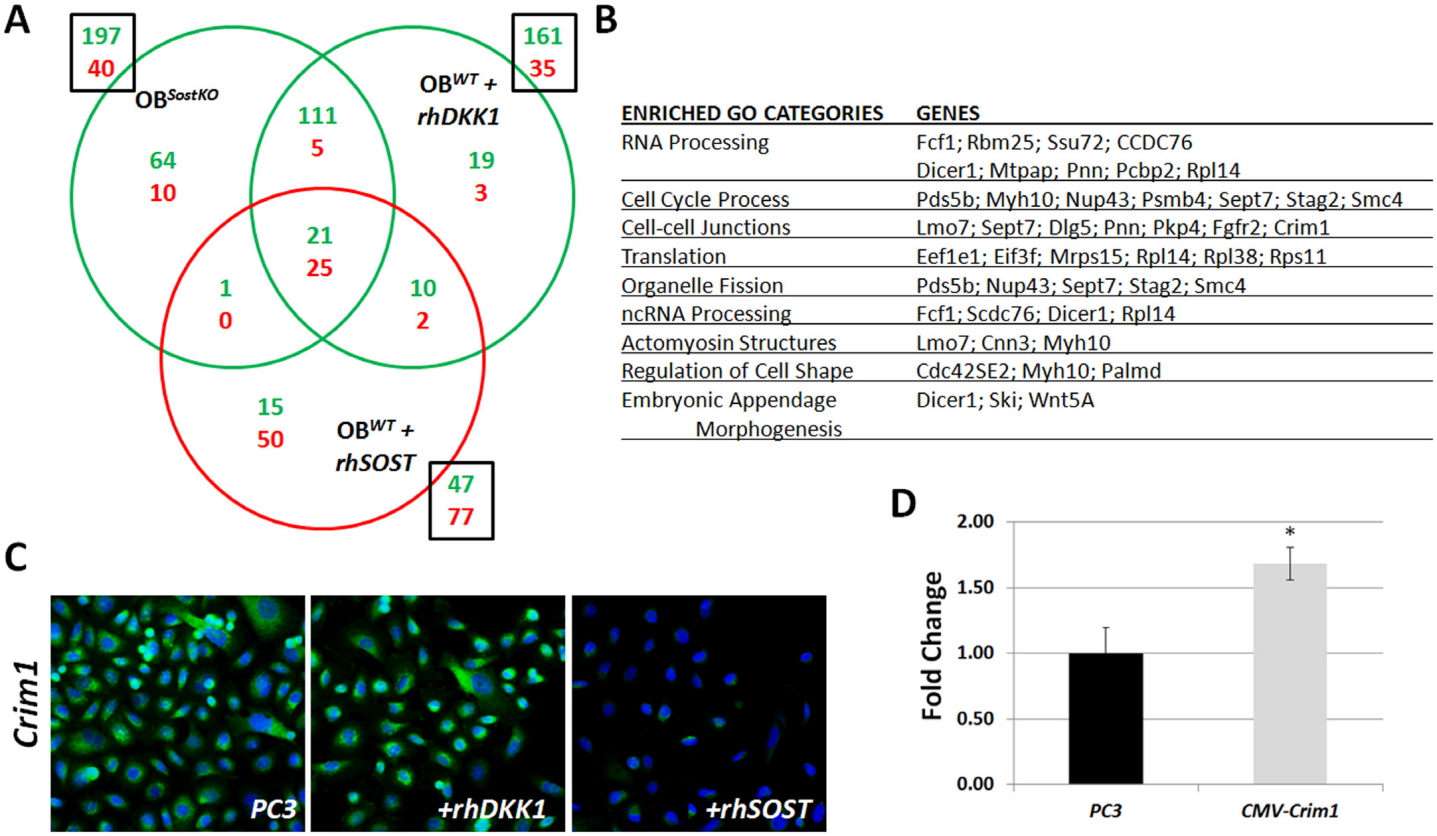
Molecular changes in invasive PC3 cells. A, microarray analyses of PC3 cells co-cultured with OB^*SostKO*^, OB^*WT*^+ rhDKK1, and OB^*WT*^ + rhSOST as compared to monocultures; overlay representation of upregulated (green) and downregulated (red) genes. B, representative list of upregulated transcripts. C, representative images of CRIM1 protein expression modulation by rhDKK1 and rhSOST; green (CRIM1), blue (DAPI). Results are expressed as fold change ± SEM. * P<0.5, ** P<0.1, *** P<0.01. D, PC3 transfected with a CMV-Crim1 expression vector were significantly more invasive then PC3 cells (*p*-value 0.006).

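At an adjusted p under 0.05 and 2-fold, a small set of genes differed between each co-culture and the PC3 monoculture. The untreated arrays also stand apart in the poly-A controls, so these differences cannot be assigned to the co-culture rather than the preparation. With OB SostKO 13 genes were higher and 19 lower, with rhDKK1 22 and 19, and with rhSOST 19 and 19. The largest rise in each was ND6, a subunit of mitochondrial complex I, with log2 fold changes of 2.34, 2.63 and 2.47 (standard errors 0.32, 0.32 and 0.29, limma adjusted p = 0.00981, 0.00590 and 0.00346), while COX3, a subunit of mitochondrial complex IV, had -1.63, -1.68 and -1.60. SAMD12 had 1.58, 1.51 and 1.45, and TENT5C, a poly(A) polymerase, had 1.23, 1.35 and 1.45. The interleukin IL24 had -1.53, -1.58 and -1.49, the adhesion molecule CEACAM5 had -1.61, -1.53 and -1.32, and the annexin ANXA10 had -1.43, -1.52 and -1.49. Without a minimum fold, 553, 633 and 1036 genes passed an adjusted p under 0.05, and 3081, 3173 and 3507 an unadjusted p under 0.05, where 743 would pass by chance. Were the calls of OB SostKO and rhDKK1 independent, 0.019 genes would be higher and 0.024 lower in both; in 100 simulations of unchanged groups against shared untreated arrays, 0.01 and 0 were shared on average. Across genes, which are not independent replicates, the log2 fold changes of OB SostKO and rhDKK1 had r = 0.93, and 0.50 in the simulations. The comparisons share the 2 untreated arrays. With 1 untreated array for each of the 2 comparisons and the other array left out of its fit, a choice made after the overlap was seen, 9 genes were higher and 12 lower in both with untreated array 1 for OB SostKO, and 4 and 9 with the arrays exchanged (r = 0.68 and 0.65). In 100 simulations of unchanged groups, 0 genes were then shared and r was 0.00. A difference in preparation that both untreated arrays carry is not removed by this. Between OB SostKO and rhDKK1 themselves, 0 genes passed in limma, 123 had an unadjusted p under 0.05, and the methods' ANOVA and paired t-test gave 0. The fit behind the 123 does not account for the split of the arrays given under Other observations.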

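Of the groups listed in Fig 4B, the genes of cell shape and those of the cell cycle held members that rose. A gene can be on several of these lists, so these groups need not be separate evidence. Among 5 measured actomyosin and cell shape genes of that list, 1 rose with OB SostKO (MYH10) and 2 with rhDKK1 and with rhSOST (MYH10 and PALMD). With rhSOST, MYH10 had a log2 fold change of 0.46 (standard error 0.06, limma adjusted p = 0.00650) and PALMD had 0.52 (adjusted p = 0.0113). Adjusted over the list alone, 3 rose and 1 fell with OB SostKO, 2 rose with rhDKK1, and 3 rose and 1 fell with rhSOST; the list did not pass as a whole (camera adjusted p = 0.0673, 0.0655 and 0.217). Among 7 cell-cell junction genes of that list, none rose or fell in any co-culture, and adjusted over the list alone 0, 2 and 1 rose (list adjusted p = 0.176, 0.131 and 0.425). LMO7, an adaptor protein at junctions, had the largest change of them, with log2 fold changes of 1.37, 1.25 and 0.32 and a standard error of 0.62 with OB SostKO (adjusted p = 0.253). With rhSOST, the fold of LMO7 at that probe set, which stands for the gene, was 1.25 on all arrays. It was 0.919, 1.05 and 1.99 without rhSOST array 1, 2 or 3, a choice made after the values were seen. At another kept probe set, LMO7 had log2 fold changes of 0.52, 0.57 and 0.80, highest with rhSOST. The limma adjusted p there were 0.121, 0.0960 and 0.0223 over all kept probe sets. Among 9 RNA processing genes 1 fell in each co-culture (list adjusted p = 0.824, 0.637 and 0.640), among 7 cell cycle and organelle fission genes 1 rose in each (0.358, 0.265 and 0.217), among 4 translation genes none changed (0.748, 0.710 and 0.485), and among 3 appendage morphogenesis genes 1 fell in each (0.307, 0.531 and 0.711). Adjusted over the list alone, 1 of the RNA processing genes and 1 of the appendage genes fell, 2 of the cell cycle genes rose and none of the translation genes changed, in every co-culture. The study chose these genes on the same arrays, so that their direction is not independent evidence. DICER1 is on both the RNA processing and the appendage list, and the fall counted in each is that of DICER1. The cell cycle gene that rose is not named here and may be MYH10, which is counted under cell shape. The probe set taken for a gene matters here. DICER1 fell with OB SostKO (-0.56) and had 0.63 with the mean of its kept probe sets.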

To determine whether CRIM1 protein expression is modulated by rhDKK1 and rhSOST, consistent with the gene expression data, we quantified the relative fluorescence intensity of CRIM1 in PC3 cell treated with rhDKK1 and rhSOST. We found the rhDKK1 treated cells to be 20% brighter [0.345 (PC3+hrDKK1) vs 0.285 (PC3) mean fluorescence/cell] while the rhSOST treated PC3 cells were 85% dimmer [0.038 (PC3+hrSOST) vs 0.285 (PC3) mean fluorescence/cell] than untreated PC3 cells (Fig 4C). Furthermore overexpression of CRIM1 protein [>12 fold overexpression as determined by qPCR], in PC3 transfected with a CMV-Crim1 constructed showed a significant increase in invasion (*p*-value = 0.006), in the transwell assay (Fig 4D).

To investigate whether the effects of DKK1 and CRIM1 on cancer cell invasion and metastasis are associated with actin filaments, we examined morphological changes in PC3 cells treated with rhDKK1 and rhSOST. *PC3* cells treated with DKK1 were elongated, displaying fibroblast-like morphology with many more filopodia projections as compared to either untreated or rhSOST treated PC3 cells (Fig 5A–5C), which were more rounded and had fewer filopodia. Moreover, both untreated and rhSOST treated PC3 cells adhered less strongly to the plastic surface and tended to be more clumped together forming aggregates. Morphological appearance was consistent with the underlying cytoskeletal organization; phalloidin staining showed enhanced actin organization in rhDKK1 and rhWNT3A treated PC3 cells, relative to PC3 and rhSOST treated cells (Fig 5D–5H). Similarly, the exogenous addition of a secreted form of CRIM1 also promoted the formation of lamellipodia and filopodia, as visualized by phalloidin–stained actin in PC3 cells treated with CRIM1. Collectively, these findings indicate that both DKK1 and CRIM1 promote filopodia formation in highly invasive PC3 cells and that this process is associated with the reorganization of actin filaments.

**Fig 5:**
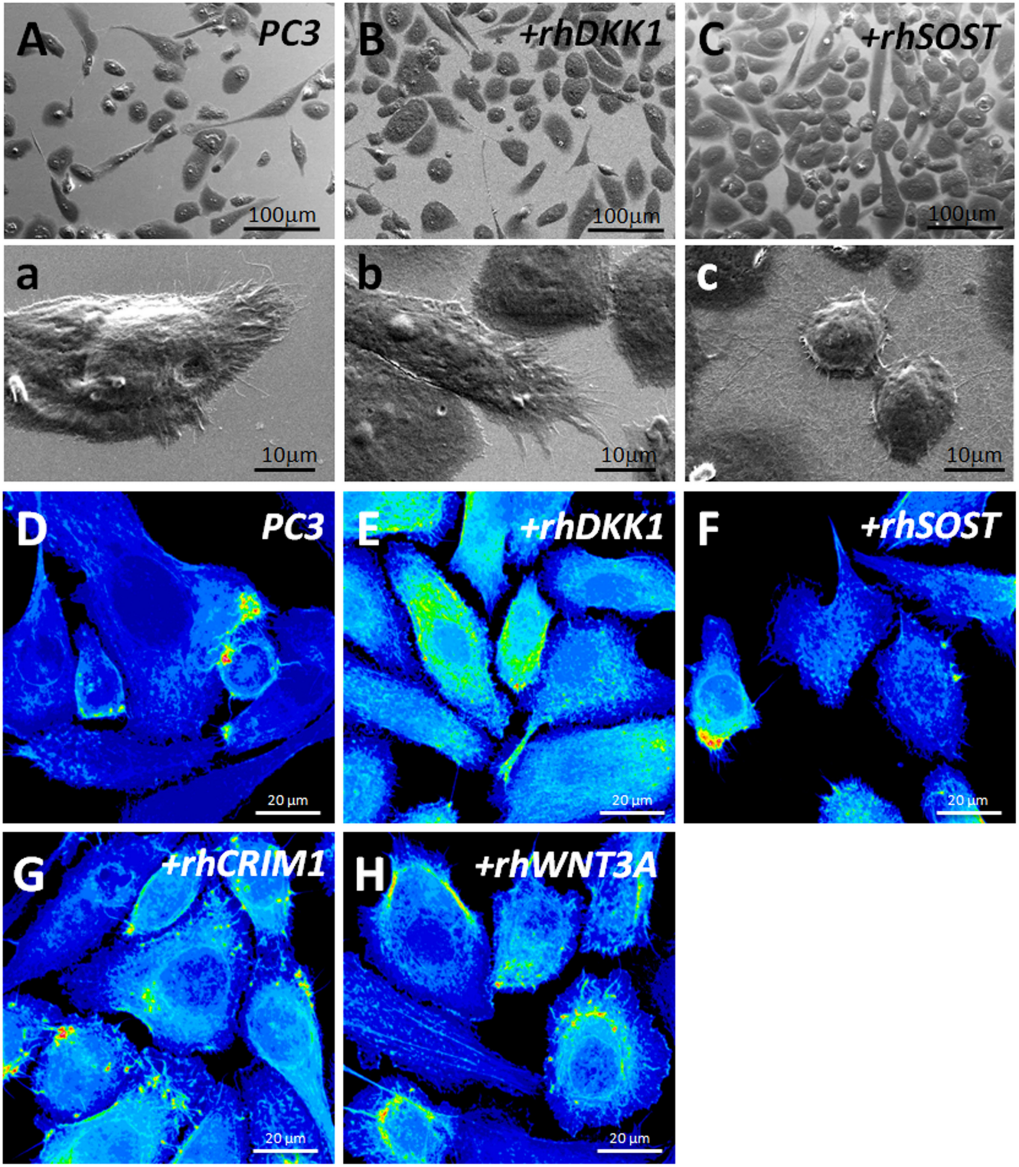
Morphological changes in PC3 cells. A-C, Representative SEM images (1500x) of PC3 cells treated with rhDKK1 (B, b), or rhSOST (C, c). D-H, Immunofluorescence staining of PC3 cells treated with rhDKK1 (E), rhSOST (F), rhCRIM1 (G) and rhWNT3A (H); anti–CRIM1 (green) and rhodamine-conjugated phalloidin (blue).

### SOST overexpression inhibits metastasis and blunts osteolysis

To determine whether SOST impacts metastasis, NSG mice we injected intravenously with PC3, PC3^*DKK1*^ or PC3^*SOST*^ and tissues were examined for the presence of tumors 10 weeks post injection. Intravenous delivery of PC3 cells resulted in an 80% tumor rate (8/10 mice) with lung and kidney being the most frequent sites of metastasis. PC3^*DKK1*^ cells behaved highly similar to PC3 cells, while PC3^*SOST*^-injected mice had significantly lower rates of metastasis, with only 1/9 mice (spleen) showing visible macroscopic metastasis at 10-weeks post-injection (Table 1). These data suggested that SOST-induced inhibition of Wnt signaling significantly reduces PC3 invasion and metastasis, *in vivo*. Next we examined whether overexpression of *SOST* in PC3 cells reduces osteolytic tumor formation. Ten NSG mice per group received 5x10^5^ PC3, PC3^*DKK1*^ or PC3^*SOST*^ cells intrafemorally. Four weeks post injections bone volume was quantified using micro-CT. While all three groups showed bone loss and damage at the distal site where the needle was inserted to deliver the cancer cells, the scans showed dramatic loss of bone in the proximal femur of PC3 and PC3^*DKK1*^, but significantly less bone loss in PC3^*SOST*^ injected femurs (Fig 6A–6C). To assess bone loss differences due to osteolysis we subtracted the bone volume of the PC injected femur from the contralateral uninjected femur and found PC3^SOST^ cells to induce significantly less bone loss than PC3 or PC3^*DKK1*^. These findings suggest that the overexpression of SOST in PC3 cells blunts osteolysis and reduces the tumor formation rate.

**Fig 6:**
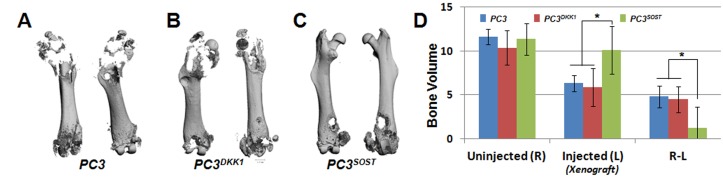
SOST reduces *PC3*-mediated osteolysis in xenograft derived tumor lesions. Representative femur micro-CT scans from *PC3* (A), *PC3* ^*DKK1*^ (B) and *PC3* ^*SOST*^ (C) injected NSG mice (N = 6/group). Bone volume was quantified for both PC injected and uninjected contralateral femurs, and relative bone loss due to osteolysis was calculated for each group by subtracting the injected (L) from the uninjected (R) values (D). *PC* ^*SOST*^ injected femurs experienced significantly less bone loss due to advanced osteolytic lesions (*p<0.05).

**Table 1:** Micro-metastatic distribution 10-weeks post intravenous injection of PC3 cells.

		% Animals with Tumors	Liver	Lung	Spleen	Kidney	Heart
Sham	(N = 5)	0	0	0	0	0	0
PC3	(N = 10)	80%	0	5	1	5	0
PC3^*DKK1*^	(N = 9)	67%	0	4	0	1	0
PC3^*SOST*^	(N = 9)	18%	0	0	1	0	0

## Discussion

In this report we examined the molecular mechanisms modulated by Wnt signaling that may contribute to the well-documented high tropism of prostate cancer to bone, during metastasis. We hypothesized that the bone derived Wnt signaling triggers gene expression changes in the cancer cells that enhances their attachment and homing to bone as well as promotes bone malignancies. To test this hypothesis, we exposed PC cells to Wnt antagonists DKK1 and SOST, and found DKK1 to promote, and SOST to inhibit PC invasion. Furthermore, osteoblasts isolated from *Sost* knockout mice had a potent positive effect on PC invasion; an effect that was dramatically blunted by the addition of recombinant SOST protein. In the last decade, DKK1’s role in cancer has been controversial. In some instances, DKK1 was found to be highly expressed and to correlate with poor overall and disease-free survival. For example, it has been suggested that DKK1 could be used as a prognostic marker and therapeutic target for hepatocellular carcinoma [43]. However, in other instances, DKK1 was found to be repressed in certain colon cancers and it was suggested that DKK1 might act as a tumor suppressor gene [53]. Here we find DKK1 to (1) promote PC3 invasion, *in vitro*, (2) activate TOPFLASH, a canonical Wnt signaling reporter, and (3) upregulate β-catenin, suggesting that in this context, DKK1 acts as a Wnt agonist. In sharp contrast we found SOST to (1) inhibit PC3 invasion, *in vitro*, (2) repress TOPFLASH expression, and (3) inhibit β-catenin protein expression, consistent with its described role in bone as a Wnt antagonist. Treatment of PC3 cells with DKK1 increased their invasion into the matrigel, correlating high levels of DKK1 expression with a poor cancer prognosis.

Future studies that would potentially elucidate the context-dependent role of DKK1 in cancer progression and metastasis would be: dissecting out the cell- and non-cell autonomous effects of DKK1, and using genetics to characterize the correlative vs. the causative effects of DKK1. Furthermore, we have yet to determine if DKK1 and SOST are similarly processed by cancer cells. It may be that SOST only blocks the receptor as the cell surface, while DKK1 is internalized and has additional signal transaction effects downstream of the WNT-receptors. Since the bone microenvironment is uniquely favorable to PC metastasize, and regulators of bone formation such as DKK1 modulate this process, a better understanding of the molecular interactions that promote tumor cells to home to the bone is key to understanding bone metastasis and exploring preventive treatment. Since SOST’s role in cancer has been minimally explored, it also remains to be elucidated whether this molecule, similar to DKK1 has context-dependent effects on cancer.

Cell morphogenic changes and cell motility are essential for the epithelial to mesenchymal (EMT) as well as mesenchymal to epithelial transitions (MET), processes that are required for intravasation [the exit from the primary tumor site and entry into circulation] and extravasation [the exit from the blood stream into secondary site]. These steps are one of the first to occur during the process of metastasis; tumor cells that are shed into the circulation are the root of distant macrometastases. We find that DKK1-treated PC3 cells dramatically alter their morphology, undergoing cytoplasmic and membranous changes associated with formation of filopodia structures know to aid cell movements. Furthermore, we found *crim1* to be upregulated in highly invasive cells, but not in non-invasive cells. This protein has been shown to be critical for cell movement and cell adhesion during neural plate development. 

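CRIM1 was compared directly between the co-cultures in which invasion differed. At the probe set that stands for CRIM1, its log2 value was 9.88 ± 0.07 (SD, n = 3) with rhSOST. CRIM1 was 0.06 higher with OB SostKO than with rhSOST (standard error 0.08, limma adjusted p = 0.851) and 0.11 higher with rhDKK1 than with rhSOST (standard error 0.08, adjusted p = 1.00), which does not pass the test. At the CRIM1 probe set with the largest change, the fold between OB SostKO and rhSOST was 1.51, and between rhDKK1 and rhSOST 1.46. Neither fold passed over all kept probe sets. The spread of CRIM1 between the rhSOST arrays at that probe set (SD 0.79, n = 3) is larger than either difference.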

In a very elegant study, Ponferrada et al. knocked down CRIM1 in Xenopus embryos using morpholinos and showed that CRIM1 is essential for the formation of the nervous system. By forming a complex with β-catenin and cadherins, CRIM1 participates in the formation of adhesion junctions, and in the absence of CRIM1 these proteins fail to localize to these junctional complexes. Additionally, they showed that CRIM1 alone did not mediate cell-cell adhesion, however it was essential for the formation and stabilization of cadherin-dependent adhesion complexes. This led us to speculate that once a PC cell arrives to the bone, the microenvironment rich in Wnt signaling facilitates molecular changes in cancer cells, including the upregulation of CRIM1 expression. Elevated levels of CRIM1 subsequently may promote the formation and stabilization of cadherin-dependent adhesion complexes, which may mediate cell-cell physical contact between bone and cancer cells. Because CRIM1 is significantly upregulated in both PC3 cells co-cultured with OB derived from *Sost* knockout mice and PC3 cells co-cultured with *WT* OBs treated with DKK1, we conclude that *crim1* upregulation is in part responsible for the increased invasiveness of PC3 cells. Moreover, since *crim1* overexpression increases cell-cell adhesion, our findings also suggest that CRIM1 may be involved in promoting bone metastasis and may in part be responsible for the inherent affinity of certain strains of cancer to form bone tumors.

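CRIM1 was slightly higher in PC3 cells of all co-cultures at the probe set that stands for the gene, without passing the test. Its log2 value was 9.72 ± 0.10 (SD, n = 2) in untreated PC3 cells, 9.94 ± 0.03 (SD, n = 2) with OB SostKO and 9.99 ± 0.10 (SD, n = 2) with rhDKK1. The log2 fold changes were 0.23 with OB SostKO (standard error 0.09, limma adjusted p = 0.190), 0.27 with rhDKK1 (adjusted p = 0.124) and 0.16 with rhSOST (adjusted p = 0.264). These are folds of 1.17, 1.21 and 1.12. At the CRIM1 probe set with the largest change the folds were 2.10 with OB SostKO, 2.03 with rhDKK1 and 1.39 with rhSOST. None of them passed over all kept probe sets after adjustment. The unadjusted limma p were 0.028, 0.034 and 0.23 in that order. The rises with OB SostKO and rhDKK1 thus met the p of 0.05 and fold of 2 that S1 Table states. The rise with rhSOST did not. Without rhSOST array 1, 2 or 3, the rhSOST fold at this probe set was 1.13, 1.26 and 1.90. These arrays were left out after the values were seen. From the rise of CRIM1 in both co-cultures, the paper concludes that CRIM1 accounts for part of the greater invasiveness of PC3 cells in these co-cultures. The paper also reports more invasion when CRIM1 was overexpressed. It further reports CRIM1 protein staining that was brighter with rhDKK1 and dimmer with rhSOST. The arrays measure RNA and do not test either result.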

Cell-cell adhesion among animal cells is a dynamic process, where cells may constantly be involved in movement without losing cell-cell contact. Molecules involved in cell-cell contact or motility translocate along the cell membrane and contribute to cellular polarity. In addition, cells also interact with extracellular matrix (ECM), and in certain instances, the interaction with the ECM may contribute to junctional instability, morphogenesis and cell-cell contact. On one hand, CRIM1 may play a role in regulating cadherin-catenin junctional stability; however we have yet to show how CRIM1 affects attachment to a mineral substrate and ECM characteristics of bone. This studies uses purified as surrogates for the bone microenvironment, future studies would help determine how PC3-OB cell-cell interactions are influenced by mineralization and specific collagenous substrates found in bone. Furthermore, most bone metastatic lesions are promoted by enhanced osteoclast activity [54–56], and Wnt signaling in osteoblasts is primarily anabolic, therefore we have to reconcile how an anabolic bone program in *Sost* ^*KO*^ osteoblasts enhances invasion and osteolysis. In conclusion, consistent with previously published preclinical experiments that support the inhibition of Wnt signaling as a potential mechanism for hindering tumor cell growth, tumor survival, and metastasis, in the current study we show that sclerostin, a Wnt antagonist, has the potential to inhibit prostate cancer invasion, *in vitro*, and to reduce the incidence of macroscopic metastases and osteolysis in NSG mice, *in vivo*.

## Supporting Information

S1 Fig Wnt3a enhanced relative luminescence in a dose and time dependent manner. PC3 cells were transfected with TOPFLASH and 3 concentration of rhWnt were added immediately after transfection [100, 50, 25 ng/ml]. Luminescence was quantified at 3, 6, 24 and 48 hours post transfection.
(TIF) Click here for additional data file.

S1 Table Highly Invasive Genes. Transcripts that are significantly changed in both in *Sost* ^*KO*^ and DKK1 co-cultured PC3 cells, but are not significantly changed (they have a *p*-value greater than 0.05 or Fold change less than 2) in PC3 cells treated with rhSOST.
(DOCX) Click here for additional data file.

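Of the genes listed as up in S1 Table, 107 have a kept probe set, and at the probe set that stands for a gene 6 rose in both co-cultures at an adjusted p under 0.05. At 2-fold as well, 0 passed with OB SostKO and 1 with rhDKK1. When a gene was counted by any of its kept probe sets at an unadjusted p under 0.05 and 2-fold, 70 of the 107 passed in both. For 34 genes, among them CBX5, ETV5, SKI, CNN3 and LMO7, a kept probe set has folds within 2% of those in the table. At these 34 probe sets the median log2 change from the untreated mean was 1.42 and 1.36 on the OB SostKO arrays, 1.31 and 1.25 on the rhDKK1 arrays, and 1.32, 1.14 and -0.31 on the rhSOST arrays. At the other 74 kept probe sets of the same genes, the medians lay between 0.04 and 0.17 on every co-culture array. SKI, a corepressor of TGF-β signaling, had a fold of 4.37 with OB SostKO at its matched probe set and 2.03 with rhSOST. With rhSOST, 12 of the 107 genes passed by any probe set when all 3 arrays were used, 63 passed without rhSOST array 3, 3 without rhSOST array 2 and 0 without rhSOST array 1. The probe sets were matched, and these counts made, after the values were seen, on genes that the study chose on the same arrays. Of the 5 genes listed as down, 3 passed in both by any probe set.

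**Figure D3:**
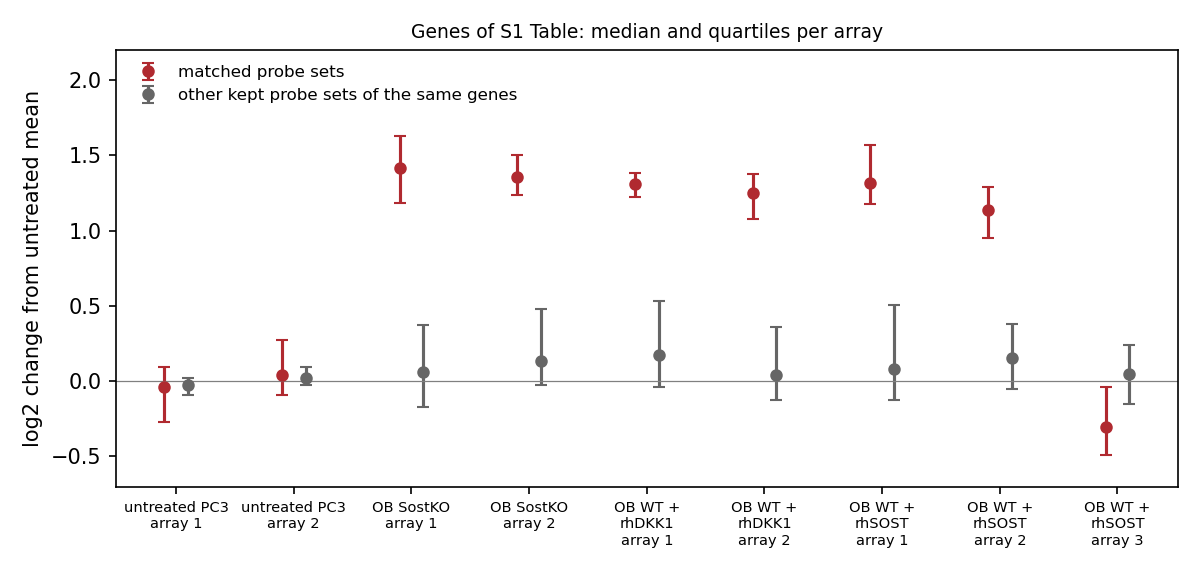
Log2 change from the untreated mean on each array for the 34 matched probe sets and for the 74 other kept probe sets of the same genes; points are medians and bars are quartiles. The matched probe sets lie at 1.14 or above on all co-culture arrays but rhSOST array 3, where the median is -0.31.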

S2 Table Low invasive Genes. Transcripts that are significantly changed in PC3 cells treated with rhSOST, but not significantly changed in PC3 cells co-cultured with *Sost* ^*KO*^ osteoblasts and DKK1.
(DOCX) Click here for additional data file.

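Of 14 measured genes that S2 Table lists as up, 5 rose with OB SostKO, 6 with rhDKK1 and 8 with rhSOST. These counts use an adjusted p under 0.05 at the probe set that stands for the gene. At the probe sets compared with the folds of S2 Table, the genes listed as down varied between the rhSOST arrays. MCTP1, IL33, NRK and PHACTR3 passed the test at 2-fold with rhSOST alone, with log2 fold changes of 1.09, 1.10, 1.08 and 1.01 there. With OB SostKO they had 0.84, 0.73, 0.66 and 0.83 and with rhDKK1 0.90, 0.81, 0.98 and 0.84, and none differed between the co-cultures when tested directly (IL33, OB SostKO against rhSOST, limma adjusted p = 0.800). NFKBIA, the inhibitor of NF-κB, and GBP1, an interferon-induced GTPase, were lower with rhSOST (-1.11 and -1.02) and had -0.77 and -0.80 with OB SostKO. CYP1B1, a cytochrome P450, and the dehydrogenase DHRS9, which the table does not list, also passed with rhSOST alone (-1.16 and -1.01) and had -0.96 and -0.92 with rhDKK1. Medians of the log2 change were taken at 1 kept probe set per gene, that compared with the fold of S2 Table. The comparison used the mean of rhSOST arrays 2 and 3. The contrast of these arrays with rhSOST array 1 is therefore partly set by the choice of probe set. Over the genes listed as up, these were 0.88, 1.01 and 1.06 on the rhSOST arrays, 0.75 with OB SostKO and 0.83 with rhDKK1. The study chose these genes for rhSOST on the same arrays. Over 47 measured genes listed as down, the medians were 0.18, -0.81 and -1.71 on rhSOST arrays 1, 2 and 3. With OB SostKO and rhDKK1 the medians of these genes were 0.13 and -0.01. The probe sets behind the medians are not always those that stand for the genes, as for FERMT2 and LIMA1. Whether the spread between the rhSOST arrays depends on the choice of probe set was not tested. By any kept probe set at an unadjusted p under 0.05 and 2-fold, 3 of the 50 genes listed as down passed with rhSOST on all 3 arrays and 43 without rhSOST array 1. Of 61 genes with a kept probe set, 35 had a fold within 2% of the table's when rhSOST arrays 2 and 3 were averaged, 2 with arrays 1 and 3, 1 with all 3 arrays and 0 with arrays 1 and 2. These counts were chosen after the values were seen.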

# Supplementary material for: SOST Inhibits Prostate Cancer Invasion
**Source:** PLoS One. 2015 Nov 6;10(11):e0142058. doi: 10.1371/journal.pone.0142058
**Supplement:** S1 Table — Transcripts that are significantly changed in both in Sost KO and DKK1 co-cultured PC3 cells, but are not significantly changed (they have a p-value greater than 0.05 or Fold change less than 2) in PC3 cells treated with rhSOST.

**S1 Table.** **Highly Invasive Genes**. Transcripts that are significantly changed in both in *Sost^KO^* and DKK1 co-cultured PC3 cells, but are not significantly changed (they have a *p*-value greater than 0.05 or Fold change less than 2) in PC3 cells treated with rhSOST

| **DOWN-REGULATED TRANSCRIPTS** | | | **Fold Change** | |
| --- | --- | --- | --- | --- |
| **No** | **Symbol** | **Gene name** | ***Sost^KO^*** | **DKK1** |
| 1 | PRKAB1 | protein kinase, AMP-activated, beta 1 non-catalytic subunit | 2.00 | 2.16 |
| 2 | HIVEP1 | human immunodeficiency virus type I enhancer binding protein 1 | 2.15 | 2.05 |
| 3 | PPP1R15A | protein phosphatase 1, regulatory subunit 15A | 2.17 | 2.04 |
| 4 | RHOB | ras homolog family member B | 2.22 | 2.14 |
| 5 | MGAT4B | mannosyl (α-1,3-)-glycoprotein beta-1,4-N-acetylglucosaminyltransferase, B | 2.31 | 2.35 |

# Supplementary material for: SOST Inhibits Prostate Cancer Invasion
**Source:** PLoS One. 2015 Nov 6;10(11):e0142058. doi: 10.1371/journal.pone.0142058
**Supplement:** S2 Table — Transcripts that are significantly changed in PC3 cells treated with rhSOST, but not significantly changed in PC3 cells co-cultured with Sost KO osteoblasts and DKK1.

**S2 Table. Low invasive Genes**. Transcripts that are significantly changed in PC3 cells treated with rhSOST, but not significantly changed in PC3 cells co-cultured with *Sost^KO^* osteoblasts and DKK1

| **UP-REGULATED TRANSCRIPTS** | | | **Fold Change** |
| --- | --- | --- | --- |
| **No** | **Symbol** | **Gene Name** | **rhSOST** |
| 1 | MCTP1 | multiple C2 domains, transmembrane 1 | 2.36 |
| 2 | RPS24 | ribosomal protein S24 | 2.31 |
| 3 | CIRBP | cold inducible RNA binding protein | 2.30 |
| 4 | IL33 | interleukin 33 | 2.24 |
| 5 | NRK | Nik related kinase | 2.23 |
| 6 | PHACTR3 | phosphatase and actin regulator 3 | 2.16 |
| 7 | MGC16121 | uncharacterized protein MGC16121 | 2.14 |
| 8 | RBM15 | RNA binding motif protein 15 | 2.10 |
| 9 | SMAD4 | SMAD family member 4 | 2.08 |
| 10 | BCL6 | B-cell CLL/lymphoma 6 | 2.07 |
| 11 | ZNF182 | zinc finger protein 182 | 2.04 |
| 12 | MAP4K4 | mitogen-activated protein kinase kinase kinase kinase 4 | 2.03 |
| 13 | ATP5C1 | ATP synthase, H+ transporting, mitochondrial F1 complex, gamma polypeptide 1 | 2.03 |
| 14 | RAB3B | RAB3B, member RAS oncogene family | 2.02 |
| 15 | COL8A1 | collagen, type VIII, alpha 1 | 2.01 |

How the deposited data were processed for this re-analysis (not part of the article)

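Total RNA of PC3 cells was hybridized to 9 Affymetrix Human Genome U133 Plus 2.0 arrays: 2 of untreated PC3 cells, 2 of PC3 cells with OB SostKO, 2 with OB WT + rhDKK1 and 3 with OB WT + rhSOST, each after 48 h. The conditions and replicate numbers were taken from the sample labels. The deposited values are on the log2 scale and were made by the authors with RMA, as the submitters' processing notes name it; the software and its version are not stated there. The paper's text refers to an earlier publication for the data analysis and does not state the number of arrays, the test behind Fig 4A or whether its p-values were adjusted; S1 Table gives a p of 0.05 and a fold of 2. The arrays were not pooled, and the number of arrays limits the precision.

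Values were analyzed in R 4.3.3 with limma 3.58.1. Of 54675 probe sets, 62 controls were left out, and 33970 were kept because they reached the 40th percentile of their array on at least 2 arrays. Of these, 28244 carry 1 gene symbol, 1307 carry several and 4419 have no symbol in the platform's annotation; the last 2 kinds were not counted as genes. Symbols were brought to the current RefSeq names for GRCh38.p14, and no coordinates were used. The kept probe set with the highest mean over the 9 arrays stood for its gene, which left 14863 genes.

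A linear model with a mean for each of the 4 groups was fitted with lmFit and eBayes, with 8.66 degrees of freedom for a gene. OB SostKO, OB WT + rhDKK1 and OB WT + rhSOST were each compared with untreated PC3 cells and directly with each other. A gene counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 2. Gene lists for Wnt targets, adhesion, cytoskeleton, invasion, signaling, stress, metabolism and other cell types were set before the data were examined, as were the tests, the alternatives and the genes to be named, and the groups of Fig 4B were added as lists that the study chose on these arrays. Lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists within a comparison. The genes named are the 10 largest rises and 10 largest falls past the threshold in each comparison with untreated PC3 cells whose arrays do not overlap, the genes the study names, the 4 members with the smallest p of each list described and, for the direct comparisons, where nothing passed, those with the smallest p; values in the supplementary tables had been seen. Other genes are named where they complete a count or were singled out after their values were seen: the genes shared by all co-cultures, those passing in a single set, further members of the 2 lists that fell, CTNNB1 and AXIN2, and the genes of S1 Table and S2 Table.

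The procedure was tested on simulated data with the array numbers of OB SostKO against untreated PC3. Of genes changed 1.5-fold, 2-fold and 4-fold, 55.2%, 88.1% and 98.5% passed an adjusted p under 0.05; 5 of 166 calls were false. Unchanged groups with the array numbers of OB WT + rhSOST against untreated PC3 gave 0 calls. Chance overlap between comparisons that share the untreated arrays came from 100 simulations.

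The alternatives were no filter and a 60th percentile filter, cyclic loess on top of the deposited values, every kept probe set or the mean of the kept probe sets of a gene, only the 2 groups compared, a block for arrays with the same replicate number, leaving out each array in turn, other thresholds, the ANOVA with Tukey's comparisons and the paired t-test that the methods name for the whole paper, and fry for the lists. The replicate numbers do not pair the arrays throughout: the correlation of the arrays' deviations between same-numbered arrays was 0.21 for untreated PC3 and OB SostKO, -0.32 for untreated PC3 and rhDKK1, -0.57 for OB SostKO and rhDKK1, and, for arrays 1 and 2 with rhSOST, 0.27 and 0.31 for rhDKK1, -0.03 and -0.24 for OB SostKO and -0.27 and -0.0037 for untreated PC3. The probe set counts at an unadjusted p, also with each array left out, and a crossed block were added after the data had been seen.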

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

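All the tests of an explanation reported here were chosen after the results were seen; the list tests were set before.

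The NF-κB target genes and cytokines are outside the genes the paper discusses and had median log2 fold changes of -0.48, -0.46 and -0.37 with OB SostKO, OB WT + rhDKK1 and OB WT + rhSOST against untreated PC3 cells. The immediate early genes, also not discussed there, had medians of -0.30, -0.39 and -0.30. The poly-A control RNAs, which the paper does not report, stood 4.70 higher on the untreated than on the co-culture arrays on the log2 scale, with no overlap, so that a separate preparation of the untreated arrays cannot be told apart from the co-culture: the same 2 arrays carry both. A different 3′ bias of the RNA is argued against as the cause of the NF-κB fall. For the difference in ACTB, the slope among the 7 co-culture arrays predicts a change of 0.060 (standard error 0.017). The list's mean changed by -0.56. The slope leans on rhSOST array 1, with the largest ACTB difference (2.06) and the smallest fall (-0.49), and was not refitted without it. The added proteins are argued against as the cause of the fall in all co-cultures, since the OB SostKO arrays had none and fell too. Their means were -0.58 and -0.54 for the NF-κB list and -0.39 and -0.36 for the immediate early genes. With rhDKK1 or rhSOST the means lay between -0.58 and -0.49 and between -0.44 and -0.31. An effect of the osteoblasts on these genes stays open and untested, because no co-culture array shares the preparation of an untreated array.

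For most of the 34 genes of S1 Table with a probe set matched within 2% of the table's fold, the rise is seen mainly at that probe set; 4 of the 74 others also passed an unadjusted p and 2-fold, and 3 genes were also higher at the others. At tolerances of 5% and 10% for a match, 64 and 87 genes had one, and the medians of their 143 and 201 other probe sets were 0.03 and 0.05; genes without a match at 10% were not tested. A rise of the whole transcript is argued against for most of these 34 genes: with OB SostKO the gene's median over its other kept probe sets had a median of 0.17 and an upper quartile of 0.41 over the genes, and the median of the 74 probe sets was 0.09, against 1.36 at the matched probe sets. Probe sets built on sequences other than curated RefSeq transcripts are a candidate explanation. Of the matched probe sets 91.2%, and of the others 67.6%, are not named as built on such transcripts (Fisher's exact test, p = 0.00852). For some, such as the matched probe set of PALMD, no source sequence is named, so their kind is not known. Probe sets built on other sequences may read unspliced or alternative transcripts, which these arrays do not separate. A change in RNA processing in the cells stays open as a biological explanation.

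Array 3 of OB WT + rhSOST stood apart from the other 6 co-culture arrays at the matched probe sets of S1 Table. An untreated array under the wrong label is argued against, since its poly-A controls read 6.82, within the 6.49 to 7.37 of the other co-culture arrays. Poorer RNA on that array cannot be told apart: the difference between the 3′ and the 5′ signal of GAPDH was 0.42, above the 0.12 to 0.21 of the other co-culture arrays, while that of ACTB was 1.32, within their range. The low median of array 3 was not shared by rhSOST arrays 1 and 2, with medians of 1.32 and 1.14. The 1.14 of array 2 was the lowest of those 6 arrays. On array 2, 23 of the 34 matched probe sets were above 2-fold, against 30 to 33 on the other 5. At the genes S2 Table lists as down, array 2 lay between, with medians of 0.18, -0.81 and -1.71 on arrays 1, 2 and 3. The probe sets behind these medians were compared with S2 Table by the mean of arrays 2 and 3. Their contrast with array 1 is therefore partly set in advance. With OB SostKO that median was 0.13. The values at the matched probe sets restate the pattern, so they are not a separate test of a response to rhSOST. A difference between cultures treated with rhSOST stays open and was not tested.

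The shift of the cell-matrix adhesion genes differed between OB SostKO and OB WT + rhSOST in the direct comparison with the preset test (adjusted p = 0.034, median -0.14), with adjusted p = 0.697 with an estimated correlation and no member past the test.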

How the results depend on the processing

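The counts at any kept probe set and an unadjusted p and the crossed block were chosen after the data had been seen; the other alternatives counted here were set before. Among recalculations of the results that answer a comparison, 322 stayed within 1.5 times the main count or kept the call and 85 moved, and CRIM1 kept its label in all. In the order OB SostKO, rhDKK1 and rhSOST against untreated PC3, then up in both, down in both, up in all and down in all, the main counts were 32, 41, 38, 13, 15, 12 and 14. They were 61, 68, 73, 24, 27, 23 and 25 with every kept probe set, 553, 633, 1036, 255, 193, 250 and 172 without a minimum fold, 0, 0, 2, 0, 0, 0 and 0 with the methods' ANOVA and Tukey's comparisons after adjustment, 11, 26, 17, 3, 2, 2 and 1 with the methods' paired t-test, and 0 throughout when that was adjusted. With only the 2 groups compared, OB SostKO gave 0 and the 4 shared counts were 0. The mean of a gene's probe sets gave 7 genes up in all. At any kept probe set and an unadjusted p the counts were 196, 168, 89, 105, 33, 40 and 28, with 3 genes for OB SostKO against rhSOST and 1 for rhDKK1 against rhSOST; the gene-level unadjusted p gave 1 for the former. These direct counts became 232 and 170 without rhSOST array 1, 20 for the former without OB SostKO array 2 and 31 for the latter without rhDKK1 array 2, with 0 past an adjusted p. Leaving out arrays gave 6 to 18 genes up in both and 6 to 15 up in all; the lowest were 6 without rhDKK1 array 2 and 7 without untreated array 1, OB SostKO array 2 or rhDKK1 array 1. The number of shifted lists was 4, 3, 3, 1, 0 and 0 for the comparisons in the order OB SostKO, rhDKK1 and rhSOST against untreated PC3, OB SostKO and rhDKK1 against rhSOST, and OB SostKO against rhDKK1. For OB SostKO it was 2 with an estimated correlation, and for rhDKK1 and rhSOST 5 and 8 with fry. For OB SostKO against rhSOST it was 2 without a filter and with 2 groups, 3 with cyclic loess and 0 with the replicate block, an estimated correlation or fry; for rhDKK1 against rhSOST it was 1 with the 60th percentile filter and with cyclic loess. Without single arrays it ranged from 2 to 6 for OB SostKO (2 without OB SostKO array 1), 2 to 6 for rhDKK1 (6 without rhDKK1 array 1), 0 to 5 for OB SostKO against rhSOST (5 without OB SostKO array 2, 0 without either untreated array, OB SostKO array 1 or rhSOST array 3), 0 to 2 for rhDKK1 against rhSOST (2 without rhDKK1 array 1) and 0 to 4 for OB SostKO against rhDKK1 (4 without OB SostKO array 2 or rhDKK1 array 2). The replicate block gave 33, 44 and 38 genes against untreated PC3, and 0 in both direct comparisons with rhSOST. The crossed block gave 0 for OB SostKO against rhDKK1. A crossed block is not reported for the comparisons with rhSOST. These therefore do not account for the split of the arrays on the third principal component, given under Other observations. Of the 100 calls of named genes, 50 were lost with only the 2 groups compared, 37 without untreated array 1 and 21 without untreated array 2; sign changes of uncalled values were not counted as reversals. MYO10 with rhSOST went from 0.02 to -0.53 with every kept probe set, and DICER1 from a fall to 0.63, 0.50 and 0.30 with the mean of its probe sets. For MYO10 this is a change of probe set, to the 1 with its smallest p with rhSOST. Why the probe sets of a gene differ was not tested.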

Differences from the paper's values

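The settings at any kept probe set and an unadjusted p were chosen after the values were seen, as were the choices marked so below; the other alternatives were set before the data were examined. The paper's counts rest on a p of 0.05 and a fold of 2 as its S1 Table states, without saying whether p was adjusted; the counts here use an adjusted p.

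For genes up in both OB SostKO and rhDKK1, the paper's value is 132 and the value here 13, and no alternative set before came within the difference. For genes down in both, the paper's value is 30 and the value here 15; every kept probe set (27) closed the gap and the other alternatives did not. For genes also up with rhSOST, the paper's value is 21 and the value here 12; every kept probe set (23), the replicate block, and leaving out untreated array 2 or rhSOST array 3 closed the gap and the others did not. For genes also down with rhSOST, the paper's value is 25 and the value here 14; every kept probe set (25) closed the gap and the others did not.

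In Fig 4A, read by eye, OB SostKO has about 200 genes up and about 40 down, where 13 and 19 were found here; for those down, every kept probe set and leaving out OB SostKO array 2 closed the gap, and for those up no alternative set before did. For rhDKK1 the figure shows about 160 up and about 35 down, and 22 and 19 were found; every kept probe set closed the gap for those down, and no alternative set before did for those up. For rhSOST the figure shows about 47 up and about 77 down, and 19 and 19 were found; every kept probe set closed the gap for those up, and no alternative set before did for those down.

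For genes up in both and not with rhSOST, the paper's S1 Table lists the 132 without the 21, and 1 was found, and no alternative set before closed the gap. For genes down in both and not with rhSOST, the table lists 5 and 1 was found; leaving out untreated array 1 closed the gap and the others set before did not. For genes up with rhSOST and in neither other co-culture, the paper's S2 Table lists 15 and 4 were found; every kept probe set closed the gap and the others did not. For genes down with rhSOST alone, the table lists 50 and 4 were found, and no alternative set before closed the gap.

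The paper's folds in S1 Table differ from those at the probe set that stands for a gene. For SEPTIN7 the paper gives 4.96 with OB SostKO and 3.86 with rhDKK1, and 0.834 and 0.852 were found. For MYO10 it gives 2.95 and 2.76, and 0.903 and 0.908 were found. For PKP4 it gives 2.48 and 2.04, and 1.09 and 1.12 were found. For CNN3 it gives 2.70 and 2.57, and 0.775 and 0.832 were found. For FGFR2 it gives 2.03 and 2.14, and 1.26 and 1.16 were found. For CRIM1 it gives 2.15 and 2.05, and 1.17 and 1.21 were found. Every kept probe set closed the gap for SEPTIN7, FGFR2 and CRIM1 with OB SostKO and for PKP4 and FGFR2 with rhDKK1. Leaving out untreated array 2 or OB SostKO array 2 closed it for FGFR2 with OB SostKO. The other alternatives did not. For MYO10, CNN3, PKP4 with OB SostKO, SEPTIN7 with rhDKK1 and CRIM1 with rhDKK1 none did. For a single gene, the alternative of every kept probe set took the 1 probe set with the smallest p. For CRIM1 with rhDKK1 that probe set had a fold of 1.21, while another had 2.03. At the probe sets with the largest change, chosen after the values were seen, the folds of SEPTIN7, MYO10, PKP4, CNN3, FGFR2 and CRIM1 with OB SostKO were 4.94, 2.90, 2.54, 2.72, 1.98 and 2.10, and with rhDKK1 3.73, 2.88, 2.05, 2.59, 2.26 and 2.03, within 1.5 times the paper's; none passed an adjusted p.

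The settings in this paragraph count a gene by any kept probe set at an unadjusted p under 0.05 and 2-fold, with all arrays or with 1 left out, and were chosen after the values were seen. With rhSOST array 1 left out, all 14 of the paper's counts above were reached within 1.5 times: 118 up in both, 33 down in both, 26 also up and 27 also down with rhSOST, 175 up and 42 down with OB SostKO, 140 and 41 with rhDKK1, 43 and 80 with rhSOST, 92 up and 6 down in both and not with rhSOST, and 13 up and 51 down with rhSOST alone. Chosen after the values were seen, it drops 30 of the genes that S1 Table lists as up and 2 of its 5 as down, and 6 of the 15 and 9 of the 50 of S2 Table, from the groups the tables put them in. The folds of S2 Table were compared with the mean of each set of rhSOST arrays, also chosen after the values were seen: of 61 genes with a kept probe set, 35 were within 2% of the table's fold with arrays 2 and 3, 2 with arrays 1 and 3, 1 with all 3 and 0 with arrays 1 and 2. The paper's text does not name the arrays used, and the analysis of all 9 arrays stays the one reported.

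With all arrays, in the same settings chosen after the values were seen, 9 of the 14 counts were reached: 105 up in both, 33 down in both, 28 also down with rhSOST, 153 up and 43 down with OB SostKO, 127 and 41 with rhDKK1, 55 up with rhSOST, and 5 down in both and not with rhSOST. The counts of 40 also up with rhSOST, 34 down with rhSOST, 65 up in both and not with rhSOST, and 9 up and 3 down with rhSOST alone were not. This drops 53 of the genes of S1 Table listed as up, 2 of its 5, and 8 of the 15 and 48 of the 50 of S2 Table.

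Leaving out another array, also chosen after the values were seen, reached the counts of genes down in both and also down with rhSOST in every case, and those of Fig 4A for OB SostKO down in every case but OB SostKO array 2, for rhDKK1 down in every case but rhDKK1 array 1, and for rhSOST up in every case but untreated array 2 and rhSOST array 3. Genes up in both were reached without untreated array 2 (141), rhSOST array 2 (98) or rhSOST array 3 (127), and also up with rhSOST without OB SostKO array 2 (31) or rhSOST array 2 (27). For OB SostKO up, 185 were found without untreated array 2, 143 without either rhDKK1 array, 142 without rhSOST array 2 and 187 without rhSOST array 3. For rhDKK1 up, 173 were found without untreated array 2, 112 without either OB SostKO array, 142 without rhDKK1 array 2, 120 without rhSOST array 2 and 152 without rhSOST array 3. Up in both and not with rhSOST was reached without untreated array 2 (84), and down in both and not with rhSOST without untreated array 2 or rhSOST array 2 (6) or rhSOST array 3 (4). Up with rhSOST alone was reached without untreated array 1 (10), untreated array 2 (14), rhSOST array 2 (13) or rhSOST array 3 (17). These settings, chosen after the values were seen, drop 49 to 89 of the up genes of S1 Table, 1 to 5 of its 5 down genes, and 8 to 12 of the 15 and 46 to 48 of the 50 genes of S2 Table.

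The paper describes CRIM1 as higher in the invasive and not in the non-invasive cells, and CRIM1 differed between OB SostKO and rhSOST by 0.06 (adjusted p = 0.851) here at the probe set that stands for the gene. At the CRIM1 probe set with the largest change, that difference was 0.59 in the paper's direction (fold 1.51, adjusted p = 0.843 over all kept probe sets). The paper describes the genes of cell shape, movement and adhesion as enriched among those that rose. Here, the 3 lists of cell-cell junctions, actin and filopodia and cell-matrix adhesion held 1, 1 and 0 genes that rose with OB SostKO. These lists were not drawn from the paper's genes, and were counted at an adjusted p and the probe set that stands for a gene. Enrichment among the paper's genes was not tested, so the counts do not decide that description.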

Other observations

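The list tests reported here were set before the data were examined; the description of the arrays was chosen after they were seen.

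A few target genes of the BMP and TGF-β pathways, which control bone and osteoblast differentiation, changed in the co-cultured PC3 cells. Of 18 measured BMP target genes, 5, 4 and 5 fell with OB SostKO, rhDKK1 and rhSOST, and 1 rose in each (6, 6 and 5 fell and 1, 2 and 2 rose adjusted over the list alone). ID3, a transcriptional inhibitor, had log2 fold changes of -0.72, -0.86 and -0.85, the BMP antagonist NOG -0.79, -0.89 and -0.77, and HEY1, a transcription factor, 0.53, 0.45 and 0.65. The list passed with rhSOST (camera adjusted p = 0.0460, adjusted p = 0.424 with an estimated correlation) and not with OB SostKO or rhDKK1 (adjusted p = 0.0976 and 0.101). Of 20 TGF-β target genes, 2, 2 and 3 fell and none rose (4, 4 and 5 fell and 0, 0 and 3 rose adjusted over the list alone), among them CCN2, a matricellular protein (-0.62, -0.63 and -0.65), and SMAD7, a pathway inhibitor (-0.76, -0.76 and -0.53), and the list did not pass (adjusted p = 0.0641, 0.179 and 0.425). The untreated arrays stand 4.70 higher in the poly-A controls for these genes as well.

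Of 15 genes that mark osteoblasts, the other cell type in the well and of mouse origin, 0, 0 and 2 rose and 1 fell in each co-culture, with medians of -0.06, -0.01 and 0.03 (1, 0 and 3 rose and 1 fell in each adjusted over the list alone; adjusted p = 0.748, 0.710 and 0.704). With rhSOST, LRP6, a Wnt co-receptor, had a log2 fold change of 0.42 (standard error 0.09, limma adjusted p = 0.0254), and 0.16 and 0.30 with OB SostKO and rhDKK1 (adjusted p = 0.394 and 0.121). Its other kept probe sets had LRP6 changes of 0.00 and 0.01 with rhSOST (unadjusted p = 0.994 and 0.973 in limma). At the probe set that stands for LRP6, the difference between OB SostKO and rhSOST was -0.27 (adjusted p = 0.800). DKK1 itself had a log2 value of 14.00 ± 0.02 (SD, n = 2) in untreated PC3 cells and 13.92 ± 0.04 (SD, n = 2), 13.92 ± 0.02 (SD, n = 2) and 13.92 ± 0.03 (SD, n = 3) in the co-cultures (OB SostKO, adjusted p = 0.559). Of 33 genes of Wnt receptors, ligands and inhibitors, 0, 0 and 3 rose and 1 fell in each (0, 0 and 5 rose and 1 fell adjusted over the list alone; adjusted p = 0.891, 0.776 and 0.614), and of 26 genes of the type I interferon response 1 rose in each and 2, 3 and 4 fell (2, 2 and 3 rose and 6, 7 and 5 fell adjusted over the list alone; adjusted p = 0.563, 0.517 and 0.326). With rhSOST, 1 of the 20 Wnt target genes rose and 3 fell (4 rose and 5 fell adjusted over the list alone; adjusted p = 0.375). The lists not named, of 29 in all, had camera adjusted p over 0.05 in the comparisons with untreated PC3 cells.

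In a principal component analysis, the components held 39.1%, 24.1% and 15.4% of the variance. On the first, the untreated arrays lay at 22.4 and 16.9, rhSOST array 3 at 7.79 and the other co-culture arrays between -8.87 and -6.70. On the next, rhSOST array 3 lay at -19.8 and OB SostKO array 1 at the other end. On the third, untreated array 2, OB SostKO array 2, rhDKK1 array 1 and rhSOST array 1 lay between -9.63 and -6.60. The other arrays lay between 3.12 and 10.5 on it. The fit of the groups does not account for this split of every group.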
